# Modeling Motor Neuron Resilience in ALS Using Stem Cells

**DOI:** 10.1016/j.stemcr.2019.04.009

**Published:** 2019-05-09

**Authors:** Ilary Allodi, Jik Nijssen, Julio Aguila Benitez, Christoph Schweingruber, Andrea Fuchs, Gillian Bonvicini, Ming Cao, Ole Kiehn, Eva Hedlund

**Keywords:** stem cells, Phox2a, oculomotor neurons, spinal motor neurons, RNA sequencing, LCM sequencing, amyotrophic lateral sclerosis, ALS, neuronal vulnerability and resistance, Onuf’s nucleus

## Abstract

Oculomotor neurons, which regulate eye movement, are resilient to degeneration in the lethal motor neuron disease amyotrophic lateral sclerosis (ALS). It would be highly advantageous if motor neuron resilience could be modeled *in vitro*. Toward this goal, we generated a high proportion of oculomotor neurons from mouse embryonic stem cells through temporal overexpression of PHOX2A in neuronal progenitors. We demonstrate, using electrophysiology, immunocytochemistry, and RNA sequencing, that *in vitro-*generated neurons are bona fide oculomotor neurons based on their cellular properties and similarity to their *in vivo* counterpart in rodent and man. We also show that *in vitro-*generated oculomotor neurons display a robust activation of survival-promoting Akt signaling and are more resilient to the ALS-like toxicity of kainic acid than spinal motor neurons. Thus, we can generate bona fide oculomotor neurons *in vitro* that display a resilience similar to that seen *in vivo*.

## Highlights

• Bona fide oculomotor neurons can be derived from stem cells by PHOX2A overexpression
• *In vitro-* and *in vivo-*generated oculomotor neurons are transcriptionally similar
• Stem cell-derived oculomotor neurons display a robust activation of Akt signaling
• *In vitro-*generated oculomotor neurons are relatively resilient to ALS-like toxicity

## Introduction

Amyotrophic lateral sclerosis (ALS) is characterized by a loss of motor neurons in cortex, brain stem, and spinal cord with subsequent spasticity, muscle atrophy, and paralysis. Motor neurons innervating the extraocular muscles, including the oculomotor, trochlear, and abducens nuclei, are however relatively resistant to degeneration in ALS (Comley et al., 2016, Gizzi et al., 1992, Nijssen et al., 2017, Nimchinsky et al., 2000). This resilience has been attributed to cell-intrinsic properties (Allodi et al., 2016, Brockington et al., 2013, Comley et al., 2015, Hedlund et al., 2010, Kaplan et al., 2014). It would be highly advantageous if differential motor neuron vulnerability could be modeled *in vitro*. This could aid in the identification of gene targets responsible for oculomotor neuron resilience. However, it is not self-evident that *in vitro-*generated oculomotor neurons would be more resistant to degeneration in culture than spinal motor neurons, as multiple cell types contribute to motor neuron degeneration in ALS, including, for example, astrocytes (Yamanaka et al., 2008), microglia (Boillee et al., 2006), and oligodendrocytes (Kang et al., 2013), and may play a role in selective vulnerability.

During development, distinct neuronal populations are defined through diffusible morphogens with restricted temporal and spatial patterns and subsequent activation of distinct intrinsic transcription factor programs. These programs can be mimicked to specify different CNS regions and neuronal populations from stem cells *in vitro*. When mouse embryonic stem cells (mESCs) are exposed to SHH (sonic hedgehog) signaling and retinoic acid, which ventralize and caudalize the CNS during development, spinal motor neurons constitute 15%–30% of the cells in culture, and interneurons the large remainder (Allodi and Hedlund, 2014, Wichterle et al., 2002). Oculomotor neurons constitute only about 1% of the cells in the midbrain; thus, patterning mESC cultures with fibroblast growth factor 8 (FGF8) and SHH to direct cultures toward a midbrain/hindbrain fate (Allodi and Hedlund, 2014, Hedlund et al., 2008) results in cultures with too few oculomotor neurons to allow for any quantitative analysis. However, when combining morphogens with overexpression of the intrinsic determinant *Phox2a* in neural precursors, a large proportion of ISLET1/2^+^ brain stem motor neurons can be generated (Mong et al., 2014). Furthermore, a combination of the transcription factors *Ngn2*, *Isl1*, and *Phox2a* can specify mESCs into cranial motor neurons (Mazzoni et al., 2013). However, the exact identity of motor neurons generated this way has not been previously demonstrated, and it is currently unclear whether these are indeed oculomotor neurons or rather a mix of brain stem motor neurons, including, for example, trigeminal and facial motor neurons.

Toward the goal of developing stem cell-based *in vitro* models of differential vulnerability we generated cultures with a high proportion of oculomotor neurons through temporal overexpression of PHOX2A in mESC-derived neuronal progenitors and compared these with mESC-derived spinal motor neurons. Careful characterization of these distinct motor neuron populations using immunocytochemistry, electrophysiological recordings, and RNA sequencing demonstrated that mESC-derived oculomotor neurons were highly similar to their *in vivo* counterparts in both rodent and man. Finally, we exposed these to ALS-like conditions using kainic acid and demonstrated that oculomotor neurons were more resilient than spinal motor neurons. Thus, we can generate bona fide oculomotor neurons *in vitro* that display a resilience to ALS similar to that seen *in vivo*.

## Results

### Bona Fide Oculomotor Neurons Can Be Generated from mESCs

To characterize the specific identity of brain stem motor neurons generated in culture and compare their properties with those of spinal motor neurons, we generated neurons from mESCs. Spinal motor neurons were derived by adding 100 nM retinoic acid and the smoothened agonist SAG to the culture for 5 days. Brain stem motor neurons were specified by overexpressing *Phox2a* under the *nestin* enhancer and patterning the culture with FGF8 and SAG for 5 days (Figure 1A). Immunocytochemical analysis demonstrated that spinal motor neurons expressed the transcription factors ISLET1/2 and HB9 (MNX1) (64.1% ± 5.2% ISLET1/2^+^HB9^+^ cells, mean ± SEM, n = 4) (Figures 1B, 1D, and 1E). PHOX2A-overexpressing motor neurons appeared to be of an oculomotor identity as these cells expressed ISLET1/2 but lacked HB9 (6.3% ± 1.3% ISLET1/2^+^HB9^+^ cells, mean ± SEM, n = 4), which is present in all cranial motor neuron nuclei except the oculomotor nucleus (Figures 1C, 1D, 1F, and 1G) (Guidato et al., 2003, Lance-Jones et al., 2012). Henceforth we therefore refer to the brain stem motor neurons as oculomotor neurons. In oculomotor neuron cultures 47.5% ± 5.9% (mean ± SEM, n = 4) of βIII-TUBULIN^+^ cells were ISLET1/2^+^ and 62% ± 5.2% (mean ± SEM, n = 4) of the ISLET1/2^+^ cells were PHOX2A^+^, which demonstrates that 25% of all neurons generated were oculomotor neurons (Figure 1G).

**Figure 1:**
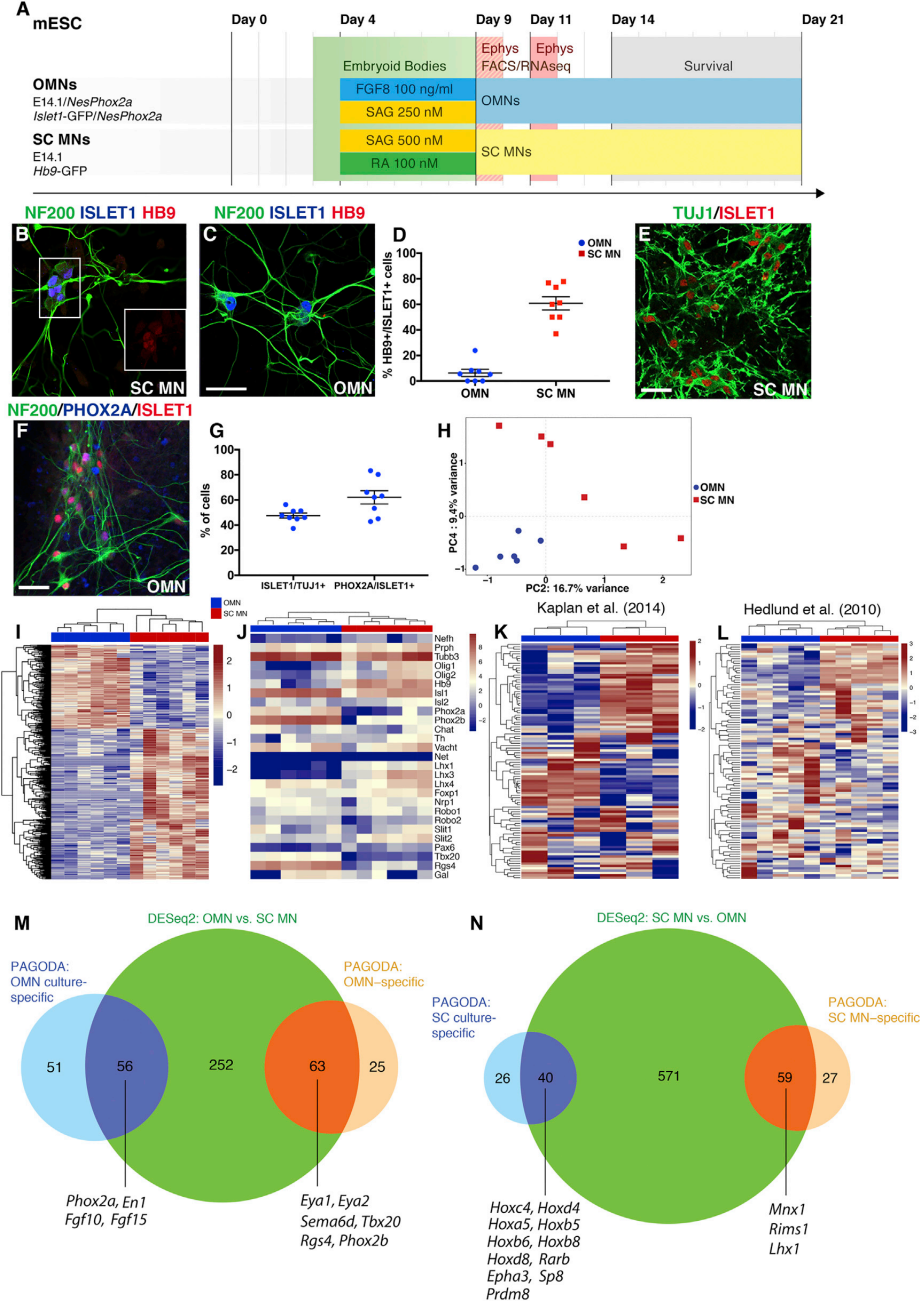
PHOX2A Overexpression Drives the Generation of Bona Fide Oculomotor Neurons from Stem Cells (A) Time line depicting *in vitro* protocols for the generation of resistant oculomotor neuron (OMN) and vulnerable spinal cord motor neuron (SC MN). The mESC column reports the four cell lines used in this study. Patterning was performed for 5 days following EB formation. mRNA-seq coupled with FACS was performed on EB dissociation day (day 9 of the protocol). The survival assay was performed 5 days after EB dissociation (day 14 to 21). (B and C) SC MNs generated from E14.1 ESCs express HB9, ISLET1, and NF200 (B). OMNs generated from E14.1 ESCs overexpressing the transcription factor *Phox2a* under the *Nestin* enhancer co-express ISLET1 and NF200 in the absence of HB9 (C). Scale bar, 60 μm. (D) Percentage of HB9^+^/ISLET1^+^ cells in SC MN (64.1% ± 5.2%, mean ± SEM, n = 4) and OMN (6.3% ± 1.3%, mean ± SEM, n = 4) cultures, respectively (at least 120 Islet1^+^ cells counted per condition, bar and whiskers represent means ± SEM). (E) Microphotographs showing ISLET1^+^/TUJ1^+^ cells in OMN cultures. (F) OMNs also express the specific marker PHOX2A as indicated by asterisks. Scale bar, 100 μm (applies also to E). (G) Quantification of ISLET1^+^ over TUJ1^+^ cells demonstrates that half the neuronal population appears to be ISLET1^+^ (47.5% ± 5.9%, mean ± SEM, n = 4; total number of TUJ1^+^ cells counted: 1,325). Quantification of PHOX2A^+^ over ISLET1^+^ cells (experiments performed in quadruplicates with two technical replicates each, total number of Islet1^+^ cells counted: 746) indicates that 62% ± 5.2% (mean ± SEM, n = 4) of the ISLET1^+^ population is also PHOX2A^+^. All quantifications were performed 5 days after EB dissociation, and experiments were conducted in quadruplicates including two technical replicates per experiment (bar and whiskers represent means ± SEM). (H) PCA of OMN and SC MN samples based on all genes expressed confirmed cell differential identities. mRNA-seq analysis of OMNs and SC MNs isolated by FACS was performed after 5 days of patterning (day 9 of the protocol). (I) A total of 1,017 DEGs was found between the two different cell types (adjusted p < 0.05, n = 6). Heatmap shows the top 500 most significant DEGs by adjusted p value. (J–L) Heatmap of expected progenitors and motor neuron transcripts but also OMN and SC MN specific transcripts obtained in the two generated motor neuron populations (J and L). Using the top 100 DEGs obtained from our RNA-seq analysis (K), we could separate datasets originating from *in vivo* microarray studies on early postnatal (J) and adult (L) rodent OMNs and SC MNs. (M and N) Venn diagrams showing gene sets enriched either in brain stem cultures or OMN-specific as revealed by PAGODA analysis (M), and gene sets preferentially found in spinal cord cultures or MN specific (N).

Oculomotor neurons (derived from Islet-GFP mESCs) and spinal motor neurons (derived from Hb9-GFP mESCs) were analyzed for their electrophysiological properties at day-9 and day-11 time points (Figure S1). Cells were able to fire overshooting action potentials in response to depolarizing current pulses. At day 9 few spikes were evoked. Neuronal maturation from days 9 to 11 was seen as a change in the electrical properties whereby day-11 oculomotor neurons could fire trains of action potentials (Figures S1A and S1B) and the width of action potentials was decreased when compared to day 9 (Figure S1C). The increase in the size of neurons was reflected by the increased cell capacity (Figure S1D), decreased input resistance (Figure S1E), and increased rheobase (Figure S1F) from days 9 to 11. Similar changes were seen in spinal motor neurons, which fired a higher number of action potentials (Figures S1G and S1H) and showed a reduced width of action potentials (Figure S1I) at day 11 compared to day 9. Moreover, the changes in cell capacity (Figure S1J), input resistance (Figure S1K), and rheobase (Figure S1L) showed signs of neuronal maturation over time. To further investigate neuronal maturation over time, we performed choline acetyltransferase (ChAT) staining on oculomotor and spinal motor neuron cultures, confirming expression of the transferase from day 14 *in vitro* in both ISLET1^+^/HB9^−^ and ISLET^+^/HB9^+^ cells (Figures S1M and S1N).

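Oculomotor neurons were generated from an *Islet1*-GFP mESC line that also carried *Phox2a* under the nestin enhancer (*Islet1*-GFP/*NesEPhox2a*), and spinal motor neurons from an *Hb9*-GFP mESC line. Embryoid bodies were patterned for 5 days with 250 nM SAG, a Smoothened agonist that activates hedgehog signaling, and 100 ng/ml FGF8 in the oculomotor cultures, or with 500 nM SAG and 100 nM retinoic acid in the spinal cultures. The cell line, its reporter and the patterning factors thus changed together between the cultures. At day 9 of the protocol, 5000 cells of the GFP-positive fraction and 5000 of the GFP-negative fraction were collected by FACS from each culture for SMART-seq2 libraries, which are amplified from poly(A) RNA without molecular identifiers. The comparison of oculomotor with spinal motor neurons rests on 6 GFP-positive samples of each. The authors mapped the reads to mm10 with HISAT2 and computed RPKM with rpkmforgenes, and the deposited table gives 22889 gene entries per sample as RPKM, without read counts.

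Depth was recovered from the steps in the RPKM values of genes with a single transcript, since 1 read is worth a fixed RPKM for a given transcript length. Between 95.9% and 97.8% of the low values of each sample were whole multiples of such a step. The mapped reads estimated in this way ranged from 1414322 to 6907319 (median 4162702) in the oculomotor GFP-positive samples and from 1730819 to 7675428 (median 3354494) in the spinal GFP-positive samples. Replicates 5 and 6 of every group were sequenced more deeply than replicates 1 to 4, with 4822576 to 7675428 against 752529 to 4642207 reads over all 24 samples of the experiment. Values are therefore also given within replicates 1 to 4 and within replicates 5 and 6, where a group holds only 2 samples and an exact permutation test cannot reach the threshold.

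Group differences were tested on log2(RPKM + 1) with limma and Benjamini-Hochberg adjustment over the 19240 genes above 0 RPKM in at least 2 of the 12 GFP-positive samples. Log2 changes are oculomotor minus spinal, so that a negative value is higher in spinal motor neurons, and the offset of 1 RPKM understates the change of genes near or below 1 RPKM. Single quantities were compared with exact two-sided permutation tests over all assignments of the 12 samples to groups of 6, whose smallest possible p value is 0.00216. Within replicates 1 to 4 the smallest possible p value is 0.0286. Positions are those of the GENCODE M21 annotation of GRCm38, the build named mm10.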

To further confirm the identity of the cells generated, we sorted the motor neurons based on GFP expression using fluorescence-activated cell sorting (FACS). For this purpose we used a *Hb9*-GFP mESC line to select for spinal motor neurons and an *Islet*-GFP:*NesEPhox2a* mESCs line for the purification of oculomotor neurons (Figures 1A and S2A–S2D). 

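In the 6 oculomotor samples, 12908 to 14938 genes lay above 0.1 RPKM (SD 718.8), and in the 6 spinal samples 13323 to 15597 (SD 745.0). The oculomotor mean was lower by 719.3 genes (exact permutation test, p = 0.121). Above 1 RPKM, the counts ran from 9569 to 11238 in oculomotor samples (SD 725.3) and from 9941 to 12109 in spinal samples (SD 888.5), and the oculomotor mean was lower by 407.3 genes (exact permutation test, p = 0.387). Within replicates 1 to 4, the differences were -528.8 genes above 0.1 RPKM and -292.2 above 1 RPKM (exact permutation tests, p = 0.4 and p = 0.543). Within replicates 5 and 6, they were -1100.5 and -637.5 genes. Of the analyses that each left out 1 sample, the one without the spinal sample 2 moved the result above 0.1 RPKM most, to -986.8 genes (exact permutation test, p = 0.0281), while leaving out any of the other 11 samples gave differences from -918.7 to -512.7 genes, all with p above 0.05.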

Poly(A)-based RNA sequencing of the sorted fractions revealed a similar number of detected genes for both lines (reads per kilobase per million mapped reads [RPKM] >0.1: oculomotor neurons 13,941 ± 293.5 and spinal motor neurons 14,660.3 ± 304.1; RPKM >1: oculomotor neurons 10,507 ± 296 and spinal motor neurons 10,914.3 ± 362.7; mean ± SEM, t test for RPKM >0.1 p = 0.1196, t test for RPKM >1 p = 0.4047; Figure S2E).

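Principal component analysis of log2(RPKM + 1) was run over the 19240 genes above 0 RPKM in at least 2 of the 12 GFP-positive samples, centered and not scaled. The first component held 31.1% of the variance and followed the replicate number. The share of its variance between replicates 1 to 4 and replicates 5 and 6 was 0.821, and the share between oculomotor and spinal motor neurons was 0.001. Of the first 6 components, the second (21.0% of the variance) separated the cell types most, with a share of 0.564 of its variance between them. The largest such share over the 6 components was at least as high in 0.0216 of all splits of the 12 samples into groups of 6. Along the second component, oculomotor samples ran from -53.8 to -15.5 (SD 13.3) and spinal samples from -22.4 to 105.5 (SD 46.7), so that the ranges overlapped. The highest and lowest spinal scores were those of samples 4 and 3. These samples also had the highest and lowest spinal means of log2(RPKM + 1) over a list of pluripotency genes (5.51 and 0.72). The component may thus not follow the cell type alone. Along the fourth component (9.3% of the variance), oculomotor samples lay between 11.8 and 23.4 (SD 4.4) and spinal samples between -54.6 and 56.6 (SD 41.2), with a share of 0.28 of the variance between the groups. With all 24 samples of both sorted fractions, the fourth component (7.9% of the variance) separated the GFP-positive groups most, with a share of 0.787, the largest of all splits. Scaling the genes to unit variance moved the result below the threshold, with the fourth component again the most separating (share 0.451, reached by 0.0628 of the splits). In the analysis of replicates 1 to 4, the first component separated the groups most, with a share of 0.407 that 0.543 of the 35 splits reached.

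**Figure D1:**
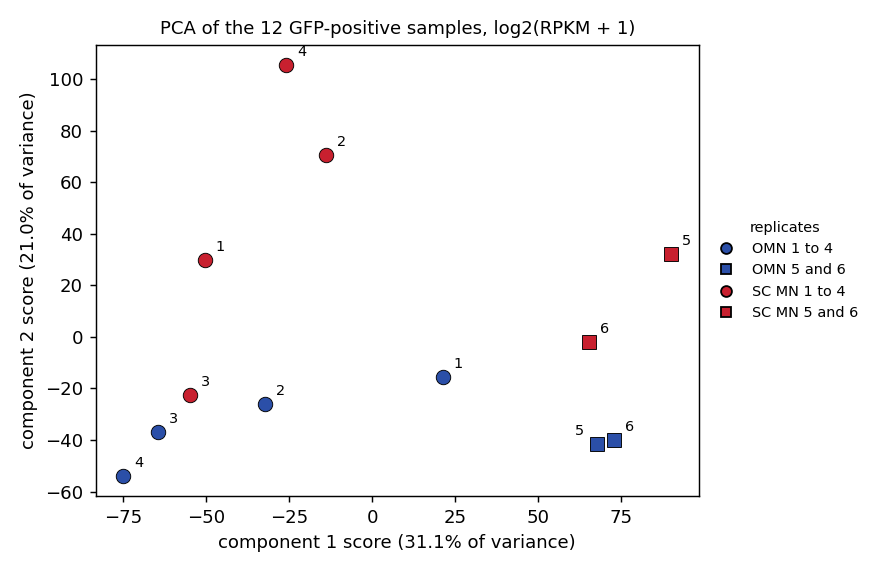
Scores of the 12 GFP-positive samples on components 1 and 2 of the principal component analysis of log2(RPKM + 1), in units of the log2 scale, with color for the cell type, circles for replicates 1 to 4, squares for replicates 5 and 6, and numbers for the replicate. Component 1 (31.1% of the variance) follows the replicate sets. Component 2 (21.0%) separates the cell types most of the first 6 components, with an overlap between -22.4 and -15.5.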

Sorted oculomotor neurons clustered closely together in the principal component analysis (PCA) and were separated from spinal motor neurons along the fourth principal component (Figure 1H). 

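Between oculomotor and spinal motor neurons, 116 of the 19240 genes tested with limma had an adjusted p value under 0.05, and 1951 had an unadjusted p value under 0.05. Of the 116 genes, 68 were higher in oculomotor neurons and 48 (41.4%, Wilson 95% confidence interval 32.8 to 50.5) were higher in spinal motor neurons. This interval treats the genes as independent, which genes measured in the same samples are not. Over the alternatives the share passed it on both sides, with 31.5% under quantile normalization and 55.9% with an offset of 0.1 RPKM. The 6 samples of one group lay above all 6 of the other in 103 of the 116 genes, and in 275 of all 19240 genes (1.43%), where chance alone gives 0.216%. Among the largest changes toward oculomotor neurons of these were those in *Ppp1r17* (257 ± 90.4 against 5.58 ± 4.99 RPKM, mean ± SD, n = 6, log2 change 5.64, limma adjusted p = 0.000196), *Rgs4*, *Rprl3* (log2 change 4.06, adjusted p = 0.00135) and *Gm13889* (3.85, adjusted p = 0.0114). The largest toward spinal motor neurons were in *Hoxb5*, *Zscan4f* (70.8 ± 61.9 RPKM, limma adjusted p = 0.000196), *Rhox5* (153 ± 193 against 0.58 RPKM, log2 change -5.65, adjusted p = 0.0028), *Zscan4-ps2* (66.2 ± 63.5 RPKM, adjusted p = 0.000264) and *Stra8* (123 ± 145 RPKM, adjusted p = 0.0298). *Zscan4f*, *Zscan4-ps2* and *Stra8* were listed at 0 in all 6 oculomotor samples, and the Zscan4 genes are near-identical copies between which reads could have been split, so their separate values are uncertain. The call of *Stra8* depended on single samples, with adjusted p values from 0.000526 to 0.0756 when each was left out and a call in 4 of the 12 fits.

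All 1017 genes that the paper lists in Table S1 were in the deposited table and changed in the direction that the paper reports. The limma fit called 113 of them, and 946 (93%) had an unadjusted p value under 0.05. Across these genes, which are not independent replicates, the log2 changes correlated with those of the paper (Pearson r = 0.914). Table S1 holds the values of these same samples, and its genes were chosen because they differed in them. The shared direction, the share at p under 0.05 and the correlation are therefore not independent evidence. Among the alternatives to the fit, the highest count came from a single fit over all 24 samples, with 342 genes (192 higher in oculomotor and 150 in spinal motor neurons). An offset of 0.1 RPKM gave 229 genes, of which 128 (55.9%) were higher in spinal motor neurons, and sample quality weights gave 260, of which 140 (53.8%) were. Leaving out the spinal sample 3 raised the count to 181 genes, 55.2% of them higher in spinal motor neurons, and leaving out the oculomotor sample 6 lowered it to 67. Replicates 1 to 4 alone gave 30 genes, 17 higher in oculomotor and 13 in spinal motor neurons. From the differentially expressed genes, the paper concludes that each group is defined by its own set of markers.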

Hierarchical clustering of the 1,017 genes that were differentially expressed between oculomotor neurons and spinal motor neurons at an adjusted p value of <0.05 demonstrated that each group is defined by a specific set of markers, with a majority of genes being more highly expressed in spinal motor neurons (Figure 1I and Table S1). 

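Of 39 mouse Hox genes, 34 were in the deposited table and 31 were tested, of which 27 were higher in spinal motor neurons. The mean log2(RPKM + 1) over the Hox genes was 0.53 ± 0.31 (SD, n = 6) in oculomotor and 1.90 ± 0.47 in spinal motor neurons, and every spinal sample lay above every oculomotor sample (difference -1.37, exact permutation test, p = 0.00216). The difference was -1.41 within replicates 1 to 4 (exact permutation test, p = 0.0286) and -1.30 within replicates 5 and 6. With each sample left out in turn it stayed between -1.48 and -1.27. Of the 31 genes tested, 6 had a limma adjusted p value under 0.05 over all genes, and 15 had one when adjusted over the list alone.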

Analysis of Hox mRNAs clearly demonstrated the more caudal nature of spinal motor neurons compared with oculomotor neurons (Figure S1F). The oculomotor neurons and spinal motor neurons clustered separately based on known marker gene expression, e.g., *Phox2a*, *Phox2b*, *Tbx20*, and *Rgs4* for oculomotor neurons and *Olig1/2*, *Hb9*, and *Lhx1/3* for spinal motor neurons. 

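On the 27 motor neuron markers of Figure 1J, samples of the different cell types lay farther apart than samples of the same type, by 7.245 units of Euclidean distance on log2(RPKM + 1), the largest value of all splits of the 12 samples (exact permutation test, p = 0.00216). Splitting the samples into replicates 1 to 4 and replicates 5 and 6 gave -0.142, and within replicates 1 to 4 the cell types differed by 7.793 (exact permutation test, p = 0.0286). One of these markers is *Mnx1* (Hb9), on whose reporter the spinal cells were sorted, so part of the distance is set by the sort. Of the 26 markers tested, 7 had a limma adjusted p value under 0.05 over all genes and 13 when adjusted over the list alone, which is not independent evidence where markers were chosen on these samples.

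*Phox2a* (chromosome 7, 101818313 to 101822726) was at 25.7 ± 18.0 RPKM (mean ± SD, n = 6) in oculomotor and 1.78 ± 3.38 RPKM in spinal motor neurons (log2 change 3.46, SE 0.66, limma adjusted p = 0.0317). RPKM of *Phox2a* do not separate the endogenous gene from the transgene of the oculomotor line. Its call depended on single samples, with adjusted p values from 0.00685 to 0.0897 when each was left out and a call in 4 of the 12 fits. *Tbx20* (chromosome 9, 24718138 to 24774303) was at 10.3 ± 2.98 against 0.299 ± 0.189 RPKM (log2 change 3.09, SE 0.30, limma adjusted p = 0.000196) and *Rgs4* (chromosome 1, 169741477 to 169747642) at 129 ± 47.3 against 3.14 ± 2.93 RPKM (5.26, SE 0.49, adjusted p = 0.000196). Every oculomotor sample exceeded every spinal sample in *Tbx20* and *Rgs4*, and 4 of 6 did in *Phox2a*.

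Among the spinal markers, *Mnx1* (Hb9; chromosome 5, 29473034 to 29478470) was at 2.52 ± 2.54 RPKM in oculomotor and 97.7 ± 44.0 RPKM in spinal motor neurons (log2 change -5.00, SE 0.49, limma adjusted p = 0.000196). As the spinal cells were sorted on an *Hb9* reporter, their high level of *Mnx1* is in part set by the sort. *Lhx1* was at 9.36 ± 6.98 RPKM in spinal motor neurons and listed at 0 in 5 of 6 oculomotor samples (log2 change -3.12, SE 0.38, limma adjusted p = 0.00117), and *Lhx3* was at 40.0 ± 35.5 against 0.0651 ± 0.0740 RPKM (-4.50, SE 0.69, adjusted p = 0.00833). *Olig1* was at 17.7 ± 16.8 RPKM in spinal motor neurons and 0.537 ± 0.623 RPKM in oculomotor neurons (log2 change -3.01, SE 0.69, limma adjusted p = 0.0808, 0.0266 to 0.104 over 9 alternatives, of which 4 called it), and 5 of 6 spinal samples exceeded every oculomotor sample. Without the spinal sample 5 its adjusted p value was 0.0159. *Olig2* was at 19.0 ± 18.1 against 1.69 ± 1.99 RPKM (log2 change -2.38, SE 0.75, limma adjusted p = 0.24) and was called under none of 9 alternatives (0.0754 to 0.28).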

Oculomotor neuron cultures were also devoid of noradrenergic neuron markers *Slc6a2* (*NET*) and *Th* (Figure 1J).

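*Slc6a2* (chromosome 8, 92960079 to 93001667) was listed at 0 RPKM in all 12 GFP-positive samples, oculomotor and spinal alike. *Th* (chromosome 7, 142892752 to 142931128) ranged from 0 to 7.35 RPKM in oculomotor neurons (mean 2.57 ± 2.55, SD, n = 6, with 1 sample at 0) and from 2.04 to 15.4 RPKM in spinal motor neurons (6.93 ± 5.40). The ranges of the groups overlapped (log2 change -1.14, SE 0.57, limma adjusted p = 0.531), and the direction was not the same in the replicate sets, with -2.01 within replicates 1 to 4 and 0.60 within replicates 5 and 6.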

Using the top 100 differentially expressed genes (DEGs) between our *in vitro*-generated oculomotor neurons and spinal motor neurons, we could separate a published microarray dataset (Mazzoni et al., 2013) of *in vitro-*generated brain stem and spinal motor neurons (Figure S1G). Importantly, we could also use the 100 top DEGs between our oculomotor and spinal motor neurons to separate microarray data originating from mouse oculomotor and spinal motor neurons isolated from postnatal day 7 (P7) mice (Kaplan et al., 2014) (Figure 1K) and from adult rats (Hedlund et al., 2010) (Figure 1L). Thus, our *in vitro*-generated motor neuron populations closely resemble their *in vivo* counterparts.

To further delineate the nature of our *in vitro* culture systems, we set out to identify gene clusters regulated in groups of samples in an unbiased way. 

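The sorted fractions that lacked GFP were sequenced in the same way, with 6 samples from each culture, so that 24 samples in 4 groups enter the comparisons between fractions. The mapped reads estimated from the RPKM steps ranged from 1349152 to 6206239 (median 3584067) in the oculomotor GFP-negative samples and from 752529 to 7095498 (median 3949855) in the spinal GFP-negative samples. PAGODA was not repeated. Instead, the 22179 genes above 0 RPKM in at least 2 of the 24 samples were fitted with limma in 1 model of the 4 groups, which share an estimate of the spread. Its contrasts compared the cultures within the GFP-negative fraction, compared the fractions within each culture, and tested the interaction, which asks whether the step from GFP-negative to GFP-positive cells differed between the cultures. A gene of the whole culture differs between the cultures in both fractions, and a gene of the motor neurons alone also shows the interaction. In the spinal GFP-negative sample 2, 68.8% of the summed RPKM came from 3 gene models (*Gm10800*, *Gm10801* and *Gm21738*), which lowers the RPKM of every other gene in that sample, and in replicate 4 of the spinal cultures the GFP-negative sample held *Mnx1* at 69.4 RPKM, against at most 4.72 RPKM in the other spinal GFP-negative samples.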

Here we analyzed all GFP-positive (Hb9^+^ for spinal and Islet1^+^ for oculomotor) and -negative fractions from both spinal- and midbrain-specified cultures using PAGODA (Fan et al., 2016). This analysis revealed gene sets enriched in the spinal and oculomotor cultures (GFP^+^ and GFP^−^ samples), as well as in the motor neuron groups specifically (GFP^+^) (Figures 1M and 1N; Table S1). 

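In the GFP-negative fractions, 213 genes differed between the cultures at a limma adjusted p value under 0.05, 91 higher in oculomotor and 122 in spinal cultures. Between the fractions of the oculomotor cultures 1364 genes differed (845 higher in GFP-positive cells), and between those of the spinal cultures 272 (88 higher in GFP-positive cells). With the replicate number as a block, which also ties the cultures by number, these counts were 2361 and 416. Fractions of the same culture and number deviated together. With blocks for these pairs, chosen after seeing the data, the counts were 3644 and 649. The interaction was called for 71 genes, 58 with a larger rise toward GFP-positive cells in oculomotor and 13 in spinal cultures, and for 133 genes with the replicate number as a block. Fits of a single culture gave 2388 genes between the oculomotor fractions and 4 between the spinal fractions (1372 at an unadjusted p value under 0.05), and with the block of that culture, chosen after seeing the data, 5035 and 0 (2484 at an unadjusted p value under 0.05 in the spinal cultures). Of the 32 splits that exchange the fractions within pairs, the one that exchanges only the spinal pair 4 gave 293 genes between the spinal fractions, more than the real one. Sample quality weights gave 650 genes (168 and 482) between the GFP-negative fractions, 3795 and 484 between the fractions of the cultures and 240 in the interaction. Without weights and with blocks within each culture, chosen after seeing the data, the interaction was called for 453 genes, 189 with a larger rise in oculomotor and 264 in spinal cultures, so that the direction of the majority depended on this choice of block. Leaving out the spinal GFP-negative sample 4 gave 444 and 234 genes. Without the spinal GFP-positive sample 4, 634 genes differed between the spinal fractions, 333 higher and 301 lower in GFP-positive cells, so that the majority no longer lay with the GFP-negative cells. With only replicates 1 to 4, the GFP-negative fractions differed in 39 genes, the fractions in 476 genes of the oculomotor and 1 gene of the spinal cultures, and 10 genes showed the interaction.

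Of the 15 genes that Figures 1M and 1N give as enriched in a whole culture, 8 also differed between the GFP-negative fractions (5 without the oculomotor GFP-negative sample 2 or the spinal GFP-negative sample 1, 10 without the spinal GFP-negative sample 4). Of the 9 genes given as specific for GFP-positive cells, 6 showed the interaction. As the paper selected both groups of genes on these samples, these counts are not independent evidence. The paper reports gene sets enriched in the cultures and gene sets enriched in the motor neurons.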

Of the oculomotor-enriched genes found with DESeq2, a subset was enriched in all midbrain-specified cultures (GFP^+^ and GFP^−^ cells), such as *Phox2a* and Engrailed1 (*En1*). 

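*Phox2a* was at 4.39 ± 1.44 RPKM (mean ± SD, n = 6) in the oculomotor GFP-negative fraction and 0.659 ± 0.915 RPKM in the spinal GFP-negative fraction, a log2 change of 1.80 (SE 0.54, limma adjusted p = 0.129, 0.0344 to 0.22 over 9 alternatives, of which 4 called it). In the oculomotor line these values include any expression of the transgene. *En1* (chromosome 1, 120602418 to 120607992) was at 2.65 ± 1.58 against 0.544 ± 0.527 RPKM in the GFP-positive fractions (log2 change 1.20, SE 0.34, limma adjusted p = 0.18, 0.0616 to 0.529 over 9 alternatives). In the GFP-negative fractions it was at 11.7 ± 15.0 against 0.308 ± 0.728 RPKM (log2 change 2.33, SE 0.62, limma adjusted p = 0.0734, 0.0209 to 0.274 over 9 alternatives, of which 3 called it). Here single samples decided the call, since the adjusted p value was 0.0176 without the oculomotor GFP-negative sample 1 and 0.035 without the spinal GFP-negative sample 4. The change in the GFP-negative fractions was 1.02 within replicates 1 to 4 and 4.95 within replicates 5 and 6.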

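*Fgf10* (chromosome 13, 118669791 to 118792115) was at 3.46 ± 3.32 RPKM (mean ± SD, n = 6) in oculomotor GFP-positive samples, while 5 of 6 spinal GFP-positive samples were listed at 0 and the other at 0.085 RPKM (log2 change 1.76, SE 0.46, limma adjusted p = 0.136, 0.0137 to 0.17 over 9 alternatives, of which 3 called it). Without the oculomotor GFP-positive sample 3, its adjusted p value was 0.0358. In the GFP-negative fractions it was at 0.845 ± 0.689 against 0.342 ± 0.287 RPKM, within the spread of the samples (log2 change 0.41, SE 0.38, limma adjusted p = 0.718), with 0.75 within replicates 1 to 4 and -0.26 within replicates 5 and 6. *Fgf15* (chromosome 7, 144896531 to 144900953) was at 5.17 ± 6.15 against 0.166 ± 0.176 RPKM in the GFP-positive fractions (log2 change 1.82, SE 0.56, limma adjusted p = 0.231) and at 14.4 ± 16.1 against 0.252 ± 0.307 RPKM in the GFP-negative fractions (log2 change 2.87, SE 0.65, adjusted p = 0.0296). The call in the GFP-negative fractions depended on single samples, with adjusted p values from 0.00605 to 0.0815 when each was left out and a call in 5 of the 12 fits.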

*Fgf10*, known to be expressed in the developing midbrain, including the oculomotor nucleus (Hattori et al., 1997), and *Fgf15*, with known enrichment in midbrain and rhombomere 1 (Partanen, 2007), were also enriched in our midbrain-specified cultures (Figure 1M). 

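*Eya1* (chromosome 1, 14168954 to 14310235) was at 12.1 ± 2.89 RPKM (mean ± SD, n = 6) in oculomotor GFP-positive samples and 1.25 ± 0.570 RPKM in oculomotor GFP-negative samples, against 0.577 ± 0.316 and 0.520 ± 0.623 RPKM in the spinal fractions. Its log2 change between the cultures was 3.05 (SE 0.29, limma adjusted p = 0.000196) in GFP-positive and 0.61 (SE 0.28, adjusted p = 0.413) in GFP-negative samples, and the difference between these changes was 2.44 (SE 0.40, adjusted p = 0.0035). With an offset of 0.1 RPKM that difference was no longer called (log2 2.57, limma adjusted p = 0.335, 0.000354 to 0.335 over 8 alternatives). *Eya2* (chromosome 2, 165595032 to 165771727) was at 37.6 ± 27.9 against 3.78 ± 4.31 RPKM in GFP-positive samples (log2 change 3.21, SE 0.69, limma adjusted p = 0.0571, 0.00237 to 0.0799 over 9 alternatives, of which 6 called it). Every oculomotor sample exceeded every spinal sample in *Eya2*, and its adjusted p value was 0.04 without the spinal sample 1 and 0.0398 without the spinal sample 2. In GFP-negative samples it was at 1.36 ± 1.31 against 0.615 ± 0.4 RPKM, and the change between the cultures was larger by 2.79 in GFP-positive samples (SE 0.80, limma adjusted p = 0.183, 0.104 to 0.328 over 8 alternatives; 0.0417 with the fractions paired within each culture, a fit chosen after seeing the data). *Tbx20* did not differ between the GFP-negative fractions (0.273 ± 0.270 against 0.280 ± 0.307 RPKM, log2 change 0.00, SE 0.23, limma adjusted p = 1.0), and the difference between the changes was 3.09 (SE 0.33, adjusted p = 1.51e-05).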

The genes that were highly enriched specifically in oculomotor neurons (GFP^+^) included *Eya1*, *Eya2*, *Tbx20*, and *Phox2b* (Figure 1M). 

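Of the 11 genes that Figure 1N gives as enriched in the spinal cultures as a whole, 6 were called between oculomotor and spinal GFP-positive samples over all genes, and all 11 when adjusted over the list alone, which is not independent evidence because the paper chose the list on these samples. Their mean log2(RPKM + 1) was 0.66 ± 0.31 (SD, n = 6) in oculomotor and 4.05 ± 1.16 in spinal GFP-positive samples (difference -3.39, exact permutation test, p = 0.00216). In GFP-negative samples it was 0.52 ± 0.22 against 3.48 ± 1.02 (difference -2.97, exact permutation test, p = 0.00216). The step from the GFP-negative to the GFP-positive sample of the same number differed between the cultures by -0.42, within the spread of the pairs (exact permutation test, p = 0.132, 0.198 after Benjamini-Hochberg adjustment over the 18 lists compared in this way). Without the spinal pair 4 it was -0.60 (exact permutation test, p = 0.0195). Within replicates 1 to 4 the GFP-positive difference was -3.56 (exact permutation test, p = 0.0286), and within replicates 5 and 6 it was -3.06.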

Vice versa, of the genes found to be differentially expressed in spinal motor neurons versus oculomotor neurons with DESeq2, a subset was enriched in all samples of the spinal-specified cultures versus the midbrain-specified cultures. This included Hox genes that regulate positional identity, e.g., *Hoxc4*, *Hoxd4*, *Hoxa5*, *Hoxb5*, *Hoxb6*, *Hoxb8*, and *Hoxd8*, as well as spinal V1 interneuron markers *Sp8* and *Prdm8*. 

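*Hoxb5* (chromosome 11, 96303336 to 96306121) was at 126 ± 95.6 RPKM (mean ± SD, n = 6) in spinal GFP-positive and 45.2 ± 32.5 RPKM in spinal GFP-negative samples, and at 1.54 RPKM or less in every oculomotor sample of both fractions. Its log2 change was -6.21 (SE 0.56, limma adjusted p = 0.000196) in the GFP-positive and -5.14 (SE 0.50, adjusted p = 2.15e-06) in the GFP-negative fractions. *Hoxb6* (chromosome 11, 96292476 to 96301569) was listed at 0 in all 6 oculomotor GFP-positive samples and was at 36.3 ± 32.4 RPKM in spinal GFP-positive samples (limma adjusted p = 0.00391, and 0.00036 in the GFP-negative fractions). *Hoxa5* (chromosome 6, 52201754 to 52204587) was at 147 ± 79.5 against 8.57 ± 11.4 RPKM in the GFP-positive fractions (log2 change -4.67, SE 0.84, limma adjusted p = 0.0218) and at 47.0 ± 34.4 against 1.95 ± 3.82 RPKM in the GFP-negative fractions (-4.34, SE 0.77, adjusted p = 0.00446). Its GFP-positive call was lost in 5 of the 12 fits that each left out 1 sample (adjusted p from 0.00896 to 0.0567).

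*Hoxc4* and *Hoxd4* were called between the GFP-negative fractions (limma adjusted p values 0.0178 and 0.0498) and not between the GFP-positive fractions (0.106, with 0.0135 to 0.14 over 9 alternatives, and 0.14, with 0.00696 to 0.178). *Hoxd4* was listed at 0 in all 12 oculomotor samples, and its GFP-negative call held in 2 of the 12 fits that each left out 1 sample (adjusted p from 0.0226 to 0.106). The GFP-negative call of *Hoxc4* was lost without the oculomotor GFP-negative sample 2 (limma adjusted p = 0.0503). *Hoxb8* (log2 change -2.36, limma adjusted p = 0.203, and -2.26, adjusted p = 0.2) and *Hoxd8* (-1.71, adjusted p = 0.106, and -1.41, adjusted p = 0.0597) were called in neither fraction. *Hoxd8* had adjusted p values from 0.0116 to 0.156 over 9 alternatives in the GFP-positive and from 0.00111 to 0.0801 in the GFP-negative fractions, and was called without the spinal GFP-positive sample 4 (0.0273) and without the spinal GFP-negative sample 2 (0.0305).

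*Sp8* (chromosome 12, 118846329 to 118852576) was at 51.0 ± 49.2 against 0.851 ± 1.44 RPKM in the GFP-positive fractions (log2 change -4.31, SE 0.73, limma adjusted p = 0.0151) and at 16.9 ± 12.1 against 2.43 ± 1.63 RPKM in the GFP-negative fractions (-2.17, SE 0.66, adjusted p = 0.138, 0.0444 to 0.227 over 9 alternatives). *Prdm8* (chromosome 5, 98167198 to 98188991) was called in both fractions, with log2 changes of -3.16 (limma adjusted p = 0.0151) and -3.01 (adjusted p = 0.0181). Without the spinal GFP-negative sample 1 the adjusted p value of the GFP-negative change was 0.053. Over all 34 Hox genes in the table, the mean log2(RPKM + 1) differed by -1.34 between the GFP-negative fractions (exact permutation test, p = 0.00216).

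**Figure D2:**
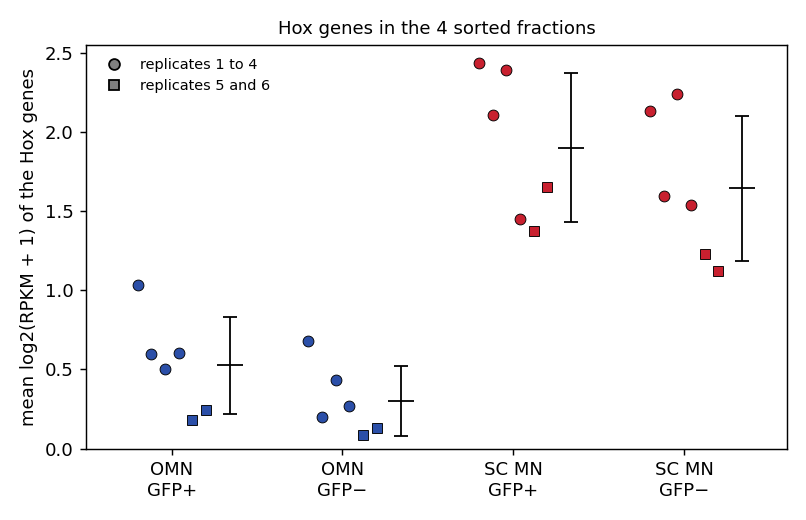
Mean log2(RPKM + 1) over the Hox genes in each of the 24 samples by culture and fraction, with circles for replicates 1 to 4, squares for replicates 5 and 6, and bars for the mean ± SD (n = 6). The spinal samples lie above the oculomotor samples in both fractions, with group differences of -1.37 in GFP-positive and -1.34 in GFP-negative samples.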

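*Mnx1* was at 14.0 ± 27.2 RPKM (mean ± SD, n = 6) in the spinal GFP-negative fraction, with 69.4 RPKM in replicate 4 and 0.189 to 4.72 RPKM in the others, and at 0.334 ± 0.359 RPKM in the oculomotor GFP-negative fraction (log2 change -2.08, SE 0.66, limma adjusted p = 0.164). The change between the cultures was larger in the GFP-positive fractions by -2.92 (SE 0.94, limma adjusted p = 0.293, 0.00818 to 0.714 over 8 alternatives). A single sample decided this test, since the value was -3.65 and the adjusted p value 0.00593 without the spinal GFP-negative sample 4. The spinal fractions were parted by an *Hb9* reporter, so this test of *Mnx1* is not independent of the sort. *Lhx1* (chromosome 11, 84518284 to 84525535) was at 0.836 ± 1.64 RPKM in the spinal GFP-negative fraction and listed at 0 in all 6 oculomotor GFP-negative samples (limma adjusted p = 0.57). Its change between the cultures was larger in the GFP-positive fractions (limma adjusted p = 0.0214), a call made in all 24 fits that each left out 1 sample and lost with an offset of 0.1 RPKM (adjusted p from 0.000568 to 0.0637 over 8 alternatives, the highest with that offset).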

Another subset was found to be highly specific for only the spinal motor neurons, including *Mnx1* (Hb9) and *Lhx1* (Figure 1N).

Different axon guidance-related genes are expressed by oculomotor and spinal cord motor neurons during development (Bjorke et al., 2016, Gutekunst and Gross, 2014, Stark et al., 2015, Wang et al., 2011). To further characterize the *in vitro*-generated oculomotor neurons, we analyzed their mRNA expression of morphological markers that are important for axon guidance. 

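The axon guidance genes of Figure S2G were compared between the 6 oculomotor and 6 spinal GFP-positive samples. *Sema6d* (chromosome 2, 124089969 to 124667770) was at 19.6 ± 6.16 RPKM (mean ± SD, n = 6) in oculomotor and 1.30 ± 0.601 RPKM in spinal motor neurons (log2 change 3.16, SE 0.31, limma adjusted p = 0.000196). *Cdh6* (chromosome 15, 13028701 to 13173675) was at 14.6 ± 4.06 against 1.54 ± 1.09 RPKM (log2 change 2.71, SE 0.36, limma adjusted p = 0.00274), *Cdh12* (chromosome 15, 20449265 to 21589533) at 4.03 ± 1.74 against 0.305 ± 0.437 RPKM (1.92, SE 0.35, adjusted p = 0.0237) and *Plxna4* (chromosome 6, 32144268 to 32588192) at 18.3 ± 11.1 against 1.97 ± 1.61 RPKM (2.68, SE 0.49, adjusted p = 0.0237). In each of the 4 genes, all 6 oculomotor samples exceeded all 6 spinal samples. Leaving out 1 sample at a time kept the calls of *Sema6d* and *Cdh6* in all 12 fits, that of *Plxna4* in 8 (adjusted p up to 0.0756) and that of *Cdh12* in 7 (adjusted p up to 0.0722). In *Plxna4* the change was 3.46 within replicates 1 to 4 and 1.14 within replicates 5 and 6.

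The 4 genes given for spinal motor neurons were higher there on average and were not called over all genes. Their log2 changes were -1.16 (SE 0.43, limma adjusted p = 0.338) for *Epha3*, -1.25 (SE 0.34, adjusted p = 0.152, 0.0298 to 0.248 over 9 alternatives) for *Ephx4*, -0.72 (SE 0.26, adjusted p = 0.338) for *Sema4a* and -1.24 (SE 0.46, adjusted p = 0.349) for *Sema5b*. Without the spinal sample 4 the adjusted p value of *Ephx4* was 0.0416. All 4 were at or below 3.58 RPKM on average in spinal motor neurons, where the offset understates a change. Their mean log2(RPKM + 1) was 0.39 ± 0.14 (SD, n = 6) in oculomotor and 1.48 ± 0.74 in spinal motor neurons (difference -1.09, exact permutation test, p = 0.00866), with -1.10 within replicates 1 to 4 (exact permutation test, p = 0.0857) and -1.08 within replicates 5 and 6. All 8 genes had an adjusted p value under 0.05 when adjusted over their own list of 4, which is not independent evidence because the paper selected them on these samples.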

We found that oculomotor neurons were enriched in *Plxna4*, *Sema6d*, *Cdh6*, and *Cdh12*, while spinal motor neurons were enriched for *Epha3*, *Ephx4*, *Sema4a*, and *Sema5b* (Figure S2G). We subsequently analyzed the expression level of these axon guidance RNAs in microarray data from mouse oculomotor and spinal motor neurons isolated from P7 mice (Kaplan et al., 2014) and found that *Sema6d* was preferentially maintained in oculomotor postnatally (Figure S2H).

Thus, our *in vitro-*generated oculomotor neurons have characteristics distinct from spinal motor neurons regarding genes that govern axon guidance, and some of these characteristic are maintained *in vivo*.

In conclusion, we have generated a high proportion of bona fide oculomotor neurons *in vitro* that can be utilized to understand their normal function as well as resilience to degeneration in motor neuron diseases.

### Stem Cell-Derived Oculomotor Neurons Are Relatively Resistant to Excitotoxicity

To investigate whether *in vitro-*generated oculomotor neurons are relatively resistant to ALS-like toxicity similarly to their *in vivo* counterparts, we used kainic acid, which is a neuroexcitatory amino acid that acts by activating glutamate receptors. Glutamate excitotoxicity is thought to be a downstream event in motor neuron degeneration in ALS and is thus considered appropriate to model this disease. 

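The 17 subunit entries of Figure 2A were compared between oculomotor and spinal GFP-positive samples. None had a limma adjusted p value under 0.05 over all genes (smallest 0.446) or when adjusted over the list alone (smallest 0.329), and 1 had an unadjusted p value under 0.05. The log2 changes were at most 1.17 in size. The mean log2(RPKM + 1) over the subunits was 0.59 ± 0.27 (SD, n = 6) in oculomotor and 0.76 ± 0.36 in spinal motor neurons, a difference of -0.17 that lay within the spread of the samples (exact permutation test, p = 0.357). It was -0.03 within replicates 1 to 4 (exact permutation test, p = 0.943) and -0.45 within replicates 5 and 6. Only 6 of the 17 entries had a mean above 1 RPKM. In a self-test on simulated data with 6 samples per group, 53.5% of genes with a mean above 1 RPKM given a log2 change of 2 were called. Smaller differences could thus pass undetected at this depth and sample number. The simulation left out the spread between the replicate sets, so the share may be lower in the real data.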

First, we evaluated the mRNA levels of glutamate ionotropic receptors in our cultures to ensure that generated neurons could respond to kainic acid. mRNA-sequencing data of sorted motor neurons demonstrated that oculomotor neurons and spinal motor neurons expressed similar levels of AMPA, NMDA, and kainate receptor subunits (Figure 2A). 

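*Grik5* (chromosome 7, 25009849 to 25072346) was the subunit with the highest RPKM in all 6 oculomotor samples and in 4 of 6 spinal samples. In the spinal samples 5 and 6, *Gria2* was higher, at 6.55 against 1.02 RPKM and 13.6 against 3.13 RPKM. On average *Grik5* was at 12.5 ± 12.0 RPKM (SD, n = 6, range 2.09 to 28.3) in oculomotor and 14.2 ± 12.5 RPKM (range 1.02 to 30.2) in spinal motor neurons, and the groups differed by far less than their spread (log2 change -0.18, SE 0.81, limma adjusted p = 0.963). Part of the spread went with the replicate sets, with a mean of 18.9 RPKM over the GFP-positive replicates 1 to 4 and 2.2 RPKM over replicates 5 and 6. The log2 change was -0.37 within replicates 1 to 4 and 0.20 within replicates 5 and 6, and its sign changed in 6 of the 12 fits that each left out 1 sample (from -0.64 to 0.15). *Gria2* (chromosome 3, 80681450 to 80802835) was at 1.06 ± 0.507 against 5.20 ± 4.90 RPKM (log2 change -1.17, SE 0.56, limma adjusted p = 0.507).

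**Figure D3:**
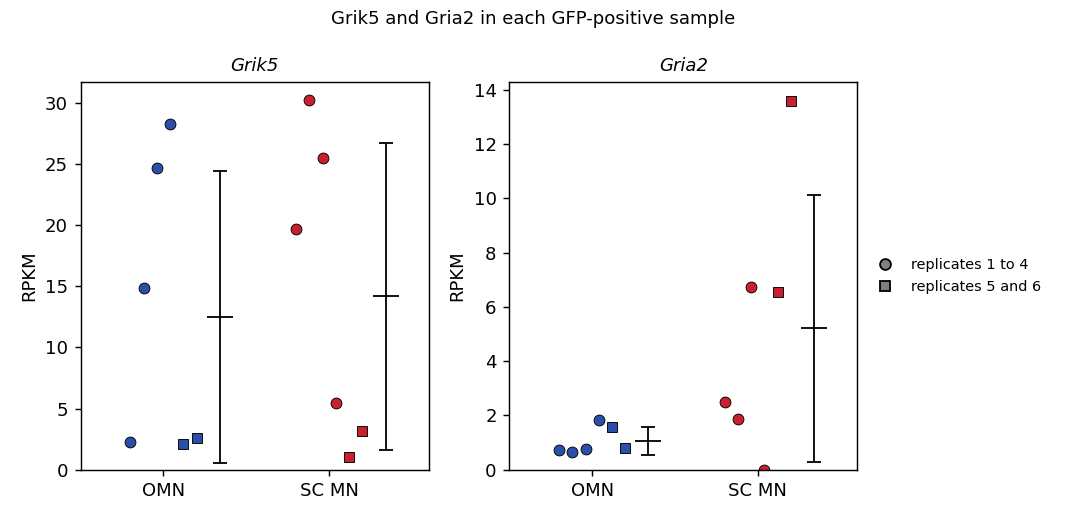
RPKM of *Grik5* and *Gria2* in each of the 12 GFP-positive samples on the vertical axis, by cell type, with circles for replicates 1 to 4, squares for replicates 5 and 6, and bars for the mean ± SD (n = 6). *Grik5* lies between 1.02 and 30.2 RPKM and at or below 3.13 RPKM in replicates 5 and 6 of both cell types, as in the oculomotor replicate 1.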

*Grik5* (glutamate receptor, ionotrophic kainate 5) was the subunit expressed at highest level (Figure 2A) and was also detectable at the protein level in both oculomotor (Figure 2B) and spinal (Figure 2C) motor neurons. Thus, both motor neuron types should respond to kainic acid. Exposure of the cultures to kainic acid for 1 week demonstrated that oculomotor neurons were more resilient to the elicited long-term excitotoxicity than spinal motor neurons (ANOVA, ^∗^p < 0.05; Figures 2D–2F).

**Figure 2:**
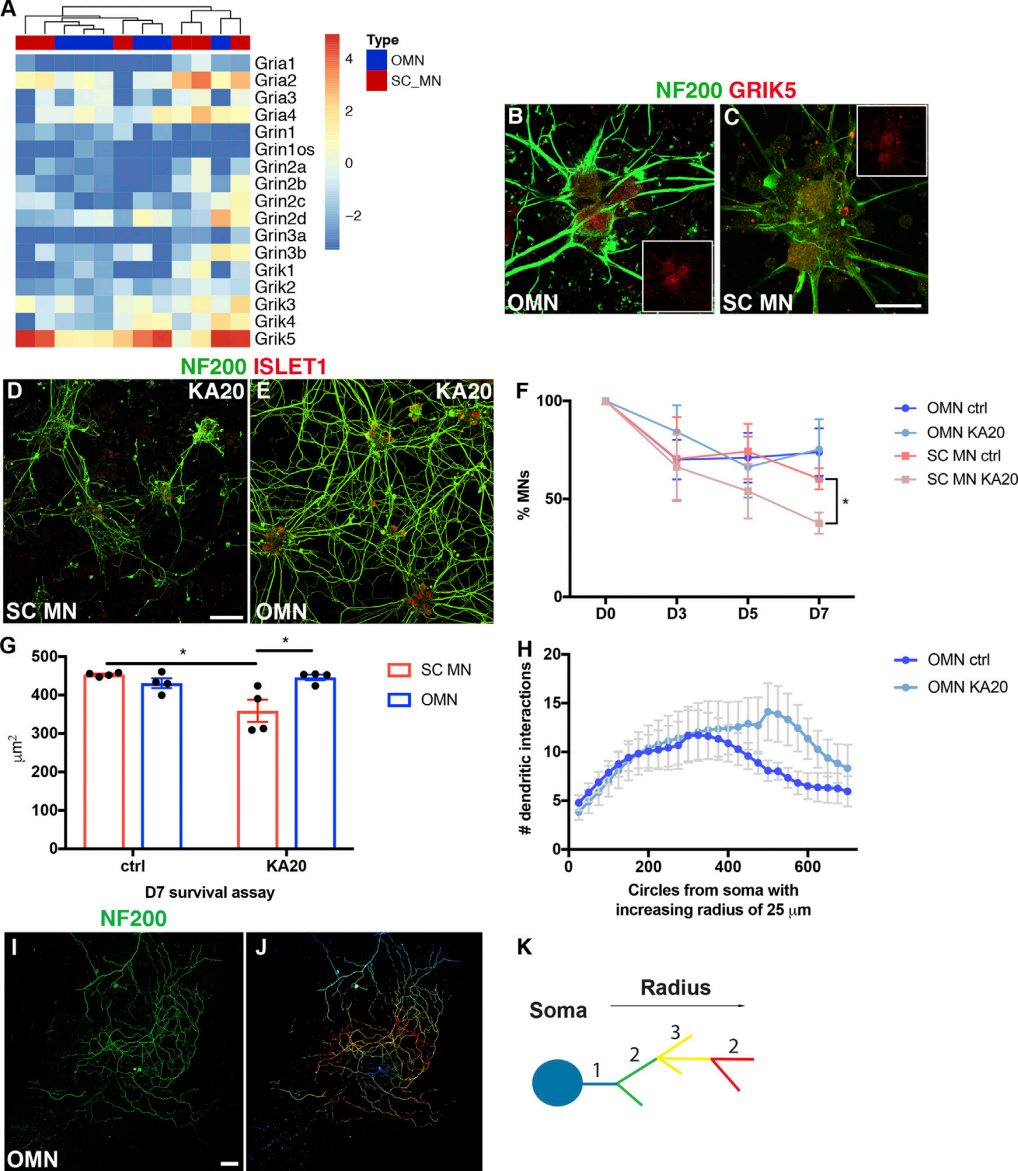
*In Vitro*-Generated Oculomotor Neurons Are Relatively Resistant to ALS-like Toxicity (A) OMNs and SC MNs express similar mRNA levels of glutamate ionotropic receptor AMPA, NMDA, and kainate type subunits. The heatmap shows log_2_ RPKM values of these subunits, and no separate clustering of the two cell types is observed. (B and C) Immunohistochemistry performed on generated OMNs (B) and SC MNs (C) at D1 *in vitro* in control conditions; similar levels of glutamate ionotropic receptor kainate type subunit 5 (GRIK5) are found in both cell types. Scale bar in (C), 60 μm (applies also to B). (D and E) Microphotographs presenting SC MN (D) and OMN (E) response to kainic acid-induced toxicity (20 μM) for a week. Scale bar in (D), 100 μm (applies also to E). (F) Curves represent percentages of MN survival over time in OMN and SC MN cultures. OMNs were visualized as NF200^+^ISLET1^+^HB9^−^ cells, while SC MNs as NF200^+^ISLET1^+^HB9^+^ cells. OMNs show increased survival to kainic acid toxicity at D7 (bar and whiskers represent means ± SEM, two-way ANOVA and Tukey's multiple comparison test, F(9, 56) = 2.333, ^∗^p = 0.0261, SC MNs n = 4, OMNs n = 5) when compared with SC MNs (experiments were performed at least in quadruplicate, with technical replicates and with at least 130 motor neurons counted per condition in each experiment). (G) Analysis of the length of neuronal processes in both oculomotor and spinal motor neuron cultures exposed to kainic acid for 7 days showed that oculomotor neurons were unaffected by kainic acid while spinal motor neurons displayed a shortening of neurites (bar and whiskers represent means ± SEM, two-way ANOVA, ^∗^p < 0.05, n = 4). (H–K) Sholl analysis was performed on OMN at D7 survival assay in control and KA20 conditions (H) to further assess individual MN arborization complexity during toxicity. (H) Comparison of the average number of neurite intersections of OMN in control and KA20 toxicity conditions with radial step size of 25 μm. OMNs did not show reduction in arborization (bar and whiskers represent means ± SEM, multiple t test, n = 10). (I) Example of OMN at day 7 of KA20 toxicity. Scale bar in (I), 100 μm (applies also to J). (J) Sholl mask was applied to individual OMNs after specifying the radius from the center of the soma of the neuron and created concentric circles every 25 μm of increasing radius. (K) Schematic depicting identification of neurite segments by Sholl analysis. Color code is assigned depending on arbor localization from the soma in an inside-out manner following the given radius. Multiple intersections within the same segment display the same color.

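On log2(RPKM + 1) of the 17 subunits, samples of different cell types lay farther apart than samples of the same type by 0.129 units of Euclidean distance, within the spread of gaps over all splits of the 12 samples into groups of 6 (exact permutation test, p = 0.264). Splitting the samples instead into replicates 1 to 4 and replicates 5 and 6 gave a larger gap, 0.818 (exact permutation test over 495 splits, p = 0.0263). Within replicates 1 to 4 the gap between the cell types was -0.035 (exact permutation test over 35 splits, p = 0.543), and within replicates 5 and 6 it was 1.461, the largest of the 3 splits, which are too few to reach the threshold. Scaling the subunits to unit variance, the alternative with the smallest p value, gave 0.32 (exact permutation test, p = 0.128).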

Stem cell-derived cultures are not easily temporally restricted in a precise way. Cultures that contain postmitotic neurons may also harbor neuronal progenitors that later on are specified into neurons. It can thus be challenging to distinguish survival from renewal in a stem cell-based *in vitro* system. We therefore analyzed the turnover rate in our cultures by pulsing these with bromodeoxyuridine (BrdU). Analysis of the number of BrdU^+^ISLET1/2^+^ neurons demonstrated that a significantly higher number of motor neurons were generated over time in the spinal motor neuron cultures compared with the oculomotor neuron cultures (Figure S2I). Consequently, the resilience of oculomotor neurons should be considered even more pronounced as these cultures had a comparatively low turnover rate. Furthermore, we investigated the presence of astrocytes in the cultures and found that only a minority of cells expressed glial fibrillary acidic protein (Figures S2J and S2K). As the processes of motor neurons show the first signs of pathology in ALS, we investigated length of neuronal processes in both oculomotor and spinal motor neuron cultures exposed to kainic acid for 7 days. The result clearly demonstrated that oculomotor neurons were unaffected by kainic acid while spinal motor neurons displayed a shortening of neurites (Figure 2G). To further evaluate oculomotor neurites, we used Sholl analysis to interrogate arborization complexity. The number and branching of oculomotor neurites were not negatively affected under kainic acid treatment (Figures 2H–2K). As axonal fragmentation and degeneration is seen early on in motor neurons in ALS, our data clearly demonstrate that oculomotor neurons cope well under conditions of excitotoxicity and maintain normal morphology.

In conclusion, *in vitro-*generated oculomotor neurons are highly resilient to ALS-like excitotoxicity. Thus, the pattern of selective motor neuron vulnerability seen *in vivo* can be replicated *in vitro*.

### Oculomotor Neurons Have High Levels of Calcium-Buffering Proteins and Akt Signaling, which Could Contribute to Resilience

To explain the resilience of *in vitro-*generated oculomotor neurons to excitotoxicity, we conducted a directed comparative analysis of the RNA-sequencing data from purified oculomotor neurons versus spinal motor neurons. It has been suggested that preferential expression of calcium binding proteins in oculomotor neurons plays a role in their resilience (Comley et al., 2015, Van Den Bosch et al., 2002). We focused on transcripts with implications in calcium handling. Our analysis demonstrated that *Cald1*, *Esyt1*, *Camk2a*, and *Hpca11* were preferentially expressed in oculomotor neurons (Figure S3A). 

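*Cald1* (chromosome 6, 34598500 to 34775473) was at 9.20 ± 6.10 RPKM (mean ± SD, n = 6) in oculomotor and 2.18 ± 1.22 RPKM in spinal motor neurons (log2 change 1.56, SE 0.43, limma adjusted p = 0.163, 0.0261 to 0.234 over 9 alternatives, of which 2 called it). *Esyt1* (chromosome 10, 128509965 to 128525871) was at 18.2 ± 9.00 against 6.85 ± 3.43 RPKM (log2 change 1.25, SE 0.37, limma adjusted p = 0.201), *Camk2a* (chromosome 18, 60925618 to 60988152) at 3.67 ± 5.31 against 0.403 ± 0.329 RPKM (1.17, SE 0.53, adjusted p = 0.477) and *Hpcal1* (chromosome 12, 17690856 to 17791933) at 68.5 ± 12.5 against 35.5 ± 14.3 RPKM (1.01, SE 0.29, adjusted p = 0.176). Taken 1 gene at a time on log2(RPKM + 1), exact permutation tests gave p = 0.00433 for *Cald1*, p = 0.0108 for *Esyt1*, p = 0.0433 for *Camk2a* and p = 0.00649 for *Hpcal1*. All 4 genes had an adjusted p value under 0.05 when adjusted over the list alone, which is not independent evidence because the paper selected them on these samples. The mean log2(RPKM + 1) over the 4 genes was 3.75 ± 0.66 (SD, n = 6) in oculomotor and 2.50 ± 0.36 in spinal motor neurons, and every oculomotor sample exceeded every spinal sample (difference 1.25, exact permutation test, p = 0.00216). The difference was 1.39 within replicates 1 to 4 (exact permutation test, p = 0.0286) and 0.95 within replicates 5 and 6.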

ESYT1 protein levels were also preferential to oculomotor neurons and unaffected by kainic acid treatment (Figures S3B–S3D). This could render oculomotor neurons with an increased capacity to buffer Ca^2+^ intracellularly.

We have previously shown that AKT signaling is important in motor neuron resilience toward ALS after insulin-like growth factor-2 treatment (Allodi et al., 2016). We therefore analyzed our RNA-sequencing data from sorted oculomotor and spinal motor neurons for *Akt* signaling effectors, which could aid in explaining the relative resilience of oculomotor neurons *in vitro*. This analysis demonstrated an elevated expression of *Akt1* and *Akt3* in oculomotor neurons compared with spinal motor neurons (adjusted p < 0.05, Figure 3A). 

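*Akt1* (chromosome 12, 112653821 to 112674884) was at 58.5 ± 37.3 RPKM (mean ± SD, n = 6, range 16.8 to 113) in oculomotor and 19.2 ± 17.5 RPKM (range 3.85 to 47.1) in spinal motor neurons. Its log2 change was 1.72 (SE 0.61, limma adjusted p = 0.307, 0.164 to 0.408 over 9 alternatives), and 4 of 6 oculomotor samples exceeded every spinal sample. As a single comparison on log2(RPKM + 1), an exact permutation test gave p = 0.0325. The change was 1.85 within replicates 1 to 4 (exact permutation test, p = 0.0286) and 1.46 within replicates 5 and 6. Leaving out each sample in turn kept the log2 change of *Akt1* between 1.40 and 2.06, with limma adjusted p values between 0.154 and 0.509. With alternatives chosen after seeing the data, the limma adjusted p value was 0.0771 with a term for the replicate sets, and 0.0422 with the replicate block by the numbers of Table S1.

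**Figure D4:**
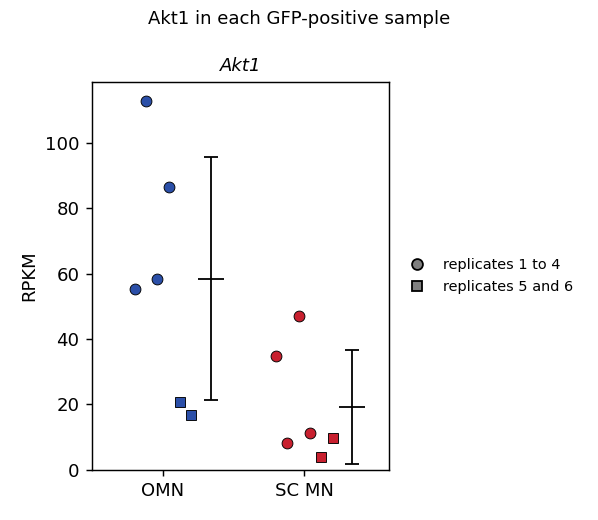
RPKM of *Akt1* in each of the 12 GFP-positive samples on the vertical axis, by cell type, with circles for replicates 1 to 4, squares for replicates 5 and 6, and bars for the mean ± SD (n = 6). The cell types overlap, with *Akt1* from 16.8 to 113 RPKM in oculomotor and from 3.85 to 47.1 RPKM in spinal motor neurons.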

Consistent with our RNA-sequencing findings, immunocytochemistry against pAKT and quantification of fluorescent intensities in ISLET1/2^+^ oculomotor and spinal motor neurons derived from mESCs demonstrated that oculomotor neurons had higher levels of pAKT protein than spinal motor neurons (Figures 3B–3D). These levels were maintained after excitotoxicity elicited by kainic acid (two-way ANOVA, ^∗∗∗^p < 0.0001; Figure 3D).

**Figure 3:**
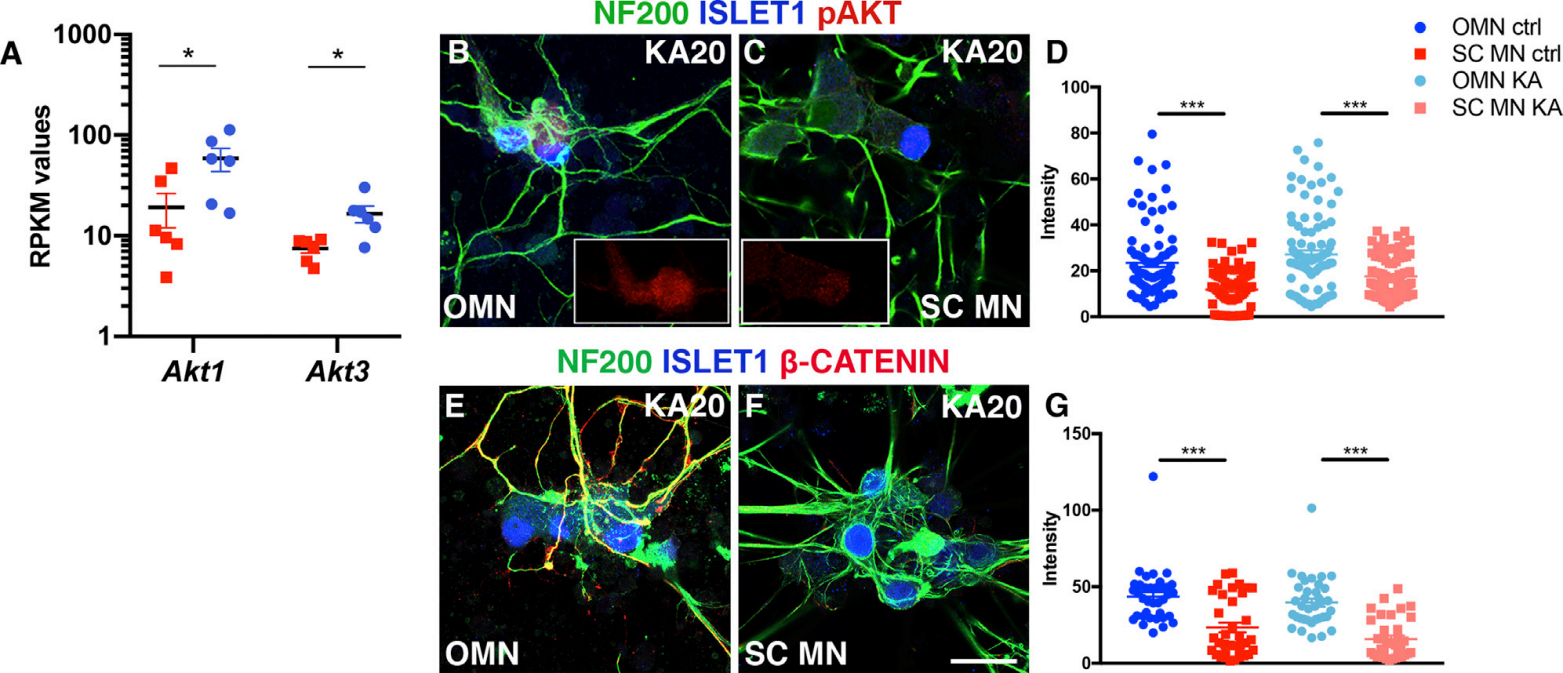
mESC-Derived Oculomotor Neurons Have High Levels of Akt Signaling (A) RPKM values from RNA sequencing of mESC-derived oculomotor and spinal motor neurons enriched by FACS shows preferential expression of *Akt1* and *Akt3* transcripts in the generated OMNs (bar and whiskers represent means ± SEM, ^∗^adjusted p < 0.05, n = 6). (B and C) Microphotographs show pAKT levels in OMN (B) and SC MN (C) cultures at D7 toxicity assay assessed by immunohistochemistry, pAKT staining alone in small insets (red channel). (D and F) Fluorescence intensities (D), analyzed in a semi-quantitative manner, indicate higher expression of pAKT in OMNs (F) (bar and whiskers represent means ± SEM, two-way ANOVA and Tukey's multiple comparison test, F(1, 353) = 66.1, ^∗∗∗^p < 0.0001, n = 4). Scale bar in (F), 60 μm (applies also to B and C). (E and G) β-CATENIN expression is maintained in OMN also during kainate toxicity (E). (G) Semi-quantitative analysis of β-CATENIN over NF200 staining intensities in OMNs and SC MNs in kainate conditions (bar and whiskers represent means ± SEM, t test, t = 6.799, df = 69, ^∗∗∗^p < 0.0001, n = 3). Scale bar in (E), 60 μm.

To further validate this pathway in oculomotor neuron resistance, we analyzed the protein levels of activated β-CATENIN (non-phosphorylated), a downstream effector of AKT signaling, using immunocytochemistry (Figures 3E and 3F). The semi-quantitative analysis demonstrated that oculomotor neurons had elevated levels of β-CATENIN compared to spinal cord motor neurons (two-way ANOVA, ^∗∗∗^p < 0.0001; Figure 3G). β-CATENIN expression was maintained at relatively high levels in oculomotor neurons compared to spinal motor neurons also during kainate toxicity, with expression preferentially localized to processes (Figures 3F and 3G).

Our data thus indicate that AKT signaling, which is a known survival pathway, could contribute to oculomotor neuron resistance in mouse *in vivo* as well as in a dish.

### AKT Signaling Is Elevated in Human Postmortem Oculomotor Neurons

To evaluate whether our *in vitro* data recapitulate motor neuron resistance in human, we used the spatial transcriptomics method LCM-seq (laser-capture microdissection coupled with RNA sequencing) (Nichterwitz et al., 2016, Nichterwitz et al., 2018) to analyze individually isolated oculomotor neurons (Figures S4A–S4D) and spinal motor neurons (cervical and lumbar spinal cord) (Figures S4E–S4H) from human postmortem tissues. In addition, we isolated motor neurons from the Onuf's nucleus in the sacral spinal cord (Figures S4I–S4L and Table S2), as these are highly resilient to degeneration in ALS and maintained until end stage of disease (Mannen et al., 1977), similar to oculomotor neurons. Analysis of marker gene expression showed that all motor neuron groups expressed high levels of neurofilaments and *VACHT* (*SLC18A3*) (Figure S4M). Motor neurons also expressed *ISL1/2* and *ChAT*, while being almost devoid of contaminating glial markers, e.g., *SLC1A3*, *AQP4*, *CCL3*, *AIF1*, *SOX10*, and *MOG* (Figure S4M). Analysis of the *PHOX2A/B* and *HOX* gene code expression clearly clustered oculomotor neurons away from all spinal motor neuron groups (Figure S4N). PCA of all expressed genes separated oculomotor neurons and spinal motor neurons along PC2, while Onuf's nucleus motor neurons separated out on PC3 (Figure 4A). Analysis of the *PI3K-AKT* signaling pathway (Figure S4O) demonstrated that *AKT3* was elevated in human oculomotor neurons (adjusted p < 0.05, Figure 4B), similar to mESC-derived oculomotor neurons (Figure 3A). To analyze whether oculomotor and Onuf's motor neurons shared gene expression that was distinct from other spinal motor neurons (cervical and lumbar), we analyzed DEGs of oculomotor versus spinal and Onuf's versus spinal (Table S3). This analysis showed that the majority of DEGs were unique to each cell type, with 1,025 DEGs unique to oculomotor (553 up- and 472 downregulated compared to other spinal motor neurons) and 921 DEGs unique to Onuf's motor neurons (349 up- and 572 downregulated compared to other spinal motor neurons) (Figure 4C and Table S3). High *AKT3* levels were unique to oculomotor neurons. Elevated *PVALB* (parvalbumin) and *GABRA1* levels were also unique to oculomotor neurons (Figure 4C), consistent with previous findings (Brockington et al., 2013, Comley et al., 2015, Hedlund et al., 2010). Oculomotor and Onuf's shared 214 DEGs, of which 58 were upregulated and 142 downregulated compared to other spinal motor neurons, and 14 of which were regulated in the opposite direction in the two nuclei (Figure 4C and Table S3). *MIF* (macrophage migration inhibitory factor), which is neuroprotective in ALS (Shvil et al., 2018), showed shared elevated expression in both oculomotor and Onuf's motor neurons (Figure 4C). Gene ontology (GO)-term analysis of the identified DEGs revealed a number of GO terms that were upregulated in oculomotor neurons versus the other motor neuron groups, including gluconeogenesis, regulation of membrane potential, anterograde transsynaptic signaling, cation transmembrane transport, neurodevelopment, neuron differentiation, and CNS development (Figure 4D and Table S4). Analysis of GO terms enriched in Onuf's motor neurons included synaptic signaling, anterograde, transsynaptic signaling, NAD biosynthetic process, ATP biosynthetic process, regulated exocytosis, regulation of neurotransmitter levels, and synaptic vesicle localization (Figure 4E and Table S4).

**Figure 4:**
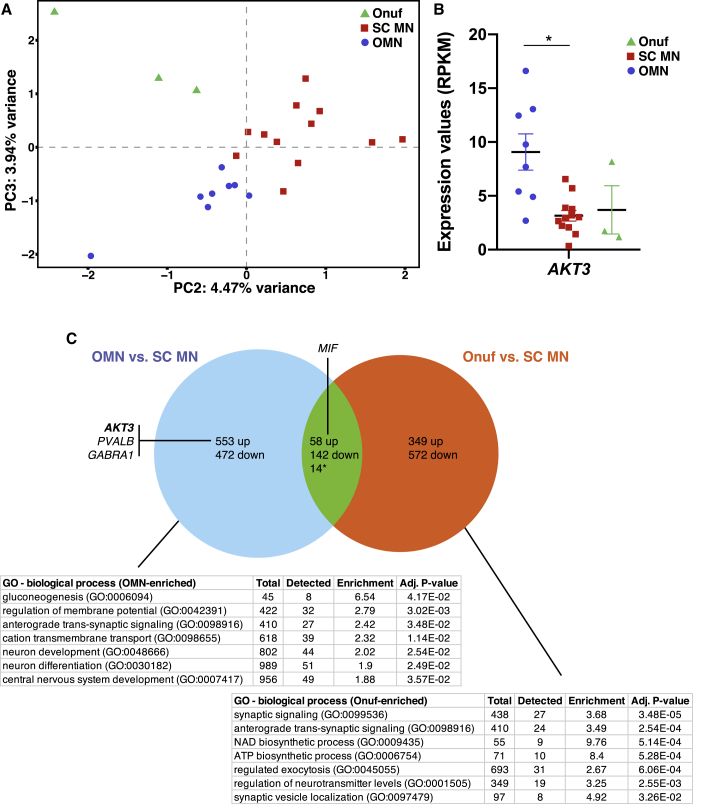
Human Oculomotor Neurons Show a Transcriptional Profile, with Elevated *AKT3*, Unique from Onuf's Nucleus Motor Neurons (A) PCA of all expressed genes separated into Onuf's, oculomotor (OMN), and spinal (cervical and lumbar) (SC_MN) motor neuron groups. (B) RNA-sequencing data showed that *AKT3* was elevated in OMNs compared to the other motor neuron groups (^∗^adjusted p < 0.05, OMN n = 8, SC_MN n = 12, Onuf's n = 3, bar and whiskers represent means ± SEM). (C) To distinguish the number of DEGs that were shared or unique to each resistant neuron group compared to vulnerable spinal motor neurons, we analyzed DEGs between OMN and SC_MN and between Onuf's and SC_MN. This analysis showed that the majority of DEGs were unique to each resistant motor neuron group, with OMNs showing 553 upregulated and 472 downregulated unique DEGs and Onuf's motor neurons showing 349 upregulated and 572 downregulated unique DEGs. Oculomotor and Onuf's shared 58 upregulated and 142 downregulated DEGs compared with vulnerable spinal motor neurons. ^∗^14 DEGs were regulated in the opposite direction in the two motor nuclei.

In conclusion, our data indicate that *AKT* signaling is elevated also in adult human oculomotor neurons and may in part underlie their resilience to degeneration in ALS. Notably, while oculomotor and Onuf's nucleus motor neurons mainly show distinct gene regulation, we also identified common pathways that may underlie their joint resilience.

## Discussion

In ALS, motor neuron subpopulations show differential vulnerability to degeneration. In particular, cranial motor neurons of the oculomotor, trochlear, and abducens nuclei (cranial nerves 3, 4, and 6), which innervate the extraocular muscles around the eyes, are highly resistant throughout disease progression. In our study we demonstrate that a high proportion of bona fide oculomotor neurons can be generated from mESCs through temporal overexpression of PHOX2A, and that these are relatively resilient to ALS-like toxicity.

Oculomotor neurons are generated in the ventral midbrain through the specification by SHH (secreted from the floor plate and the notochord), FGF8, and WNTs (both secreted by and around the isthmic organizer). These morphogens in turn regulate transcription factors that influence differentiation of ventral midbrain neurons, including oculomotor neurons, dopamine neurons, red nucleus neurons, and GABA-positive interneurons (reviewed in Nijssen et al., 2017). Oculomotor neurons are specified by the transcription factors PHOX2A, PHOX2B, and LMX1B (Deng et al., 2011, Pattyn et al., 1997). PHOX2A is required to drive oculomotor neuron fate as demonstrated by the lack of both oculomotor and trochlear nuclei in *Phox2a* knockout mice (Pattyn et al., 1997). PHOX2A is also sufficient to generate a complete oculomotor complex as shown by studies in chick (Hasan et al., 2010, Pattyn et al., 1997). PHOX2B, on the other hand, is sufficient to induce ectopic generation of oculomotor neurons in the spinal cord, but is not required to induce oculomotor neuron specification in the midbrain (Dubreuil et al., 2000, Pattyn et al., 1997). *In vitro* studies have shown that (1) mESCs can be directly programmed into cranial neurons using the proneuronal gene *Ngn2*, in combination with *Islet1* and *Phox2a* (Mazzoni et al., 2013), and (2) overexpression of either PHOX2A or PHOX2B alone in mESC-derived neural progenitors exposed to SHH and FGF8 can promote a midbrain/hindbrain motor neuron fate (Mong et al., 2014). However, while it was demonstrated that cranial motor neurons were generated *in vitro* it was never previously determined whether oculomotor neurons were specifically produced.

Here, we show that PHOX2A overexpression in neural progenitors in combination with patterning using FGF8 and SHH resulted in the generation of 50% ISLET^+^ neurons of which more than half were PHOX2A^+^. The transcriptome and proteome of oculomotor neurons is distinct from other motor neurons (reviewed in Nijssen et al., 2017). Notably, oculomotor neurons can be distinguished by their lack of the transcription factor HB9, which defines other somatic motor neurons (Guidato et al., 2003, Lance-Jones et al., 2012). As the vast majority of ISLET^+^ cells in our midbrain cultures lacked HB9, we conclude that the PHOX2A^+^ cells generated were indeed oculomotor neurons and that *Phox2a* overexpression is sufficient to induce an oculomotor fate from stem cells *in vitro*. This conclusion was further supported by our RNA-sequencing experiments on purified oculomotor and spinal motor neuron cultures and our bioinformatics cross-comparison with other *in vitro* and *in vivo* datasets from rodent and man (Brockington et al., 2013, Hedlund et al., 2010, Kaplan et al., 2014), which confirmed that the oculomotor neurons we generated were molecularly similar to their *in vivo* counterpart. Furthermore, our analysis of axon guidance molecules demonstrated differential expression of distinct morphological markers in oculomotor and spinal motor neurons. Finally, the electrical properties of the mESC-derived motor neurons matured over time in culture, and cells also expressed the cholinergic marker ChAT. Altogether this demonstrates that we can generate bona fide oculomotor neurons.

Furthermore, we found that mRNAs of *Fgf10* and *Fgf15* were enriched in our oculomotor cultures. These two morphogens are normally expressed in the developing midbrain, and *Fgf10* is even present within oculomotor neurons themselves (Hattori et al., 1997, Partanen, 2007). It is therefore highly conceivable that these factors are involved in further specifying the cultures. We therefore believe that these factors can be used to further improve the *in vitro* differentiation protocol, but this remains to be further investigated.

Multiple studies have demonstrated that differential motor neuron vulnerability appears to be regulated by cell-intrinsic differences in gene expression (Allodi et al., 2016, Brockington et al., 2013, Hedlund et al., 2010, Kaplan et al., 2014). We therefore hypothesized that *in vitro-*generated oculomotor neurons would be more resilient to ALS-like toxicity than spinal motor neurons. Indeed, our experiments on neuronal vulnerability clearly demonstrated that oculomotor neurons were more resistant to the ALS-like toxicity elicited by kainic acid than spinal motor neurons. Furthermore, the fact that oculomotor neuron processes remained intact indicates that these cells were indeed highly resilient, as axonal degeneration is an early sign of pathology in ALS.

It has been shown that oculomotor neurons have a higher calcium-buffering capacity than other motor neuron groups (Vanselow and Keller, 2000), which could render the cells more resilient to excitotoxic insults. Our finding that several transcripts with implications for calcium handling were preferentially expressed in stem cell-derived oculomotor neurons as well as oculomotor neurons in man were thus very compelling and consistent with their resilience. ESYT1, for example, is an ER integral membrane protein that presents a cytosolic synaptotagmin-like domain that can bind organelle membranes and a C2 domain able to bind the plasma membrane. These interactions are involved in exchange of lipids and vesicles but also, in the ER, control of Ca^2+^ homeostasis. Thus, ER-plasma membrane junctions can control Ca^2+^ release from ER in response to extracellular Ca^2+^ levels (Giordano et al., 2013), an event that could have a beneficial effect during excitotoxicity.

Furthermore, we have previously shown that AKT signaling plays an important role in induced resistance in vulnerable motor neurons (Allodi et al., 2016). We now demonstrate that *Akt* signaling is more highly activated in resistant oculomotor neurons *in vitro* as well as *in vivo* in human oculomotor neurons. This observation indicates that oculomotor neurons preferentially activate a cell-intrinsic survival program. Notably, cross-comparison of human oculomotor neurons with resilient human Onuf's nucleus motor neurons showed that elevated *AKT* signaling was unique to oculomotor neurons. When comparing human oculomotor and Onuf's motor neurons with vulnerable spinal motor neurons it became evident that the majority of DEGs were unique to each resilient nucleus. However, there were commonly regulated genes across these two resilient nuclei, including *MIF*. MIF was recently shown to inhibit the toxicity of misfolded SOD1 (Shvil et al., 2018), indicating that these two neuron groups may be better at handling toxic aggregation-prone proteins.

In conclusion, we have demonstrated that bona fide oculomotor neurons can be generated from stem cells *in vitro*. We also show that these neurons are relatively resilient to ALS-like toxicity. This finding enables modeling of neuronal resistance and susceptibility in ALS *in vitro*, which could further elucidate mechanisms that could be highly advantageous to activate *in vivo* to rescue vulnerable motor neurons from degeneration.

## Experimental Procedures

### Ethics Statement

All work was carried out according to the Code of Ethics of the World Medical Association (Declaration of Helsinki) and with national legislation and institutional guidelines. Animal procedures were approved by the Swedish animal ethics review board (Stockholm Norra Djurförsöksetiska Nämnd). Ethical approval for the use of the human post mortem samples was obtained from the regional ethical review board in Stockholm, Sweden (Regionala Etikprövningsnämnden, Stockholm, EPN). Human CNS samples were obtained from the Netherlands Brain Bank (www.brainbank.nl), the National Disease Research Interchange (www.ndriresource.org), and the NIH Neurobiobank with the written informed consent from the donors or next of kin.

### Generation of mESC Lines and Specification into Oculomotor and Spinal Motor Neurons

Three different mESC lines were used in this study: E14.1 (ATCC), *Hb9*-GFP (gift from Dr. S. Thams, Karolinska Institutet), and *Islet1*-GFP (gift from Prof. S. Pfaff, UCSD). To increase oculomotor neuron differentiation efficiency, we generated E14.1/*NesEPhox2a* and *Islet1*-GFP/*NesEPhox2a* mESC lines by Lipofectamine (Invitrogen) transfection. *NesEPhox2a* construct was a gift from Prof. J. Ericson (Karolinska Institutet). As the nestin enhancer was used for overexpression, transgene overexpression is limited to neuronal progenitors. Specification of mESCs into spinal motor neurons was conducted by exposing embryo bodies (EBs) to the smoothened agonist SAG (500 nM, Calbiochem #364590-63-6) and retinoic acid (100 nM, Calbiochem #302-79-4) for 5 days, while oculomotor neurons were patterned by SAG (250 nM) and FGF8 (100 ng/mL, R&D Systems #423-F8) for 5 days. Medium containing morphogens was replaced daily. EB dissociation and motor neuron culture maintenance were carried out as previously described (Wichterle et al., 2002). Oculomotor neurons and spinal motor neurons were kept in Neurobasal medium + Glutamax (Gibco) with a cocktail of trophic factors (5 ng/mL each of glial cell line-derived neurotrophic factor, brain-derived neurotrophic factor, neurotrophin-3, and ciliary neurotrophic factor). All cultures, including survival experiments, were treated with the mitotic inhibitor 5-fluoro-2′-deoxyuridine (final concentration 2 μM) to reduce cell proliferation.

### Fluorescent-Activated Cell Sorting and RNA Sequencing of Stem Cell-Derived Neurons

*Islet1*-GFP/*NesEPhox2a* and *Hb9*-GFP ESCs were differentiated into oculomotor and spinal motor neurons, respectively. GFP^+^ motor neurons were sorted, and positive and negative fractions were collected for mRNA sequencing or plated for subsequent immunocytochemistry analysis. FACS was performed using a 100-μm nozzle, a sheath pressure of 15–25 pounds per square inch and an acquisition rate of 1,000–2,000 events per second (Hedlund et al., 2008). 5 × 10^3^ cells were collected in 5% Triton X-100 (Sigma-Aldrich) in water and then prepared for RNA-seq as previously described (Nichterwitz et al., 2016). Samples were sequenced on Illumina HiSeq2000 and HiSeq2500 platforms with read lengths of 43 and 51 bp, respectively.

### Laser-Capture Microdissection and RNA Sequencing of Human Motor Neurons

LCM-seq of motor neurons from human postmortem tissues was performed as previously described (Nichterwitz et al., 2016, Nichterwitz et al., 2018).

### RNA-Seq Data Processing

Reads from cell-culture samples were mapped to the mouse mm10 reference genome with HISAT2 (Kim et al., 2015) using the publicly available infrastructure (available at usegalaxy.org) on the main Galaxy server (Afgan et al., 2016). Human LCM samples were mapped to hg38/GRCh38 (Gencode version V29) using STAR version 2.5.3 (Dobin et al., 2013). Transcript-level counts and RPKM values were obtained using rpkmforgenes.py (Ramskold et al., 2009). After mapping, the basic exclusion criteria were <500,000 mapped reads and, for LCM samples, lack of both motor neuron marker transcripts ISL1 and ChAT.

### ALS-like Toxicity and Motor Neuron Survival

Oculomotor and spinal motor neurons were cultured for 5 days and then exposed to kainic acid. Three concentrations of kainic acid were tested: 20, 50, and 100 μM. A concentration of 20 μM was found sufficient to induce consistent motor neuron death also when motor neurons were cultured on astrocytes. Kainate toxicity was induced for 7 days. Quantifications were performed blind to the motor neuron population and toxicity condition. Pictures were taken with a Zeiss LSM700 confocal microscope (40× magnification and 1.5 digital zoom) using the ZEN 2010S SP1 software and then further analyzed by ImageJ software. At least four experiments per condition were quantified in technical duplicates. Twelve random areas were quantified per each coverslip (at least 130 cells were quantified for each condition). To evaluate proliferation and generation of motor neurons, we exposed cultures to pulses of BrdU (Sigma #B5002) for 24 h. BrdU was dissolved in dimethyl sulfoxide (DMSO; Sigma #276855) and added to the cultures at a final concentration of 10 μM. After 24 h of exposure to BrdU, cells were washed twice with fresh culture medium. Proliferation was assessed at day 0 (D0), day 2 (D2), and day 3 (D3) of the survival protocol and all samples were fixed with 4% paraformaldehyde at day 7 (D7). Quantifications were performed in triplicates with technical duplicates.

### Morphological Analysis

Arborization and Sholl analysis were conducted utilizing Fiji software. To compare arborization area of oculomotor neurons and spinal motor neurons, we transformed the microphotographs to a grayscale 8-bit image, and assessed quantification after applying a threshold for signal intensity/background correction. Threshold values were kept constant among images, and microphotographs with higher background noise were excluded. Between 10 and 12 pictures per condition per experiment were quantified. Experiments were performed in quadruplicates. The complexity of oculomotor neuron arborization after kainic acid toxicity was obtained by Sholl analysis (O'Neill et al., 2015) by calculating the average of neurites intersecting defined concentric cycles spaced 25 μm from each other starting from the center of the cell body as a function of distance from soma. Individual oculomotor neurons were analyzed after culturing them at lower density (spinal motor neuron analysis could not be performed due to their poor survival at lower densities). Several microphotographs were taken at 40× magnification with a Zeiss LSM700 confocal microscope, mounted with Adobe Photoshop software, and analyzed with Fiji software. The intersection averages were analyzed by multiple t test.

### Statistical Analysis

All statistical analyses were performed with GraphPad software unless otherwise specified. Two-way ANOVA was used when taking into account multiple variables and making multiple comparisons, followed by appropriate post hoc analysis. Unpaired Student's t test was used to compare two groups. Further details on statistical tests used can be found in figure legends as well as information on the total number of motor neurons counted per experiment. All experiments were performed at least in triplicate with technical duplicates. All results are expressed as mean ± SEM unless otherwise specified.

## Author Contributions

E.H. conceived the study. E.H. and I.A. supervised the project. E.H., I.A., J.N., J.A.B., C.S., A.F., and O.K. designed experiments. I.A., J.N., J.A.B., C.S., A.F., G.B., and M.C. acquired data. I.A., J.N., J.A.B., C.S., A.F., G.B., M.C., O.K., and E.H. analyzed data. E.H. wrote the manuscript with the help of I.A. and J.N. All authors edited and provided critical input on the manuscript. J.A.B. and C.S. contributed equally.

# Supplementary material for: Modeling Motor Neuron Resilience in ALS Using Stem Cells
**Source:** Stem Cell Reports. 2019 May 9;12(6):1329–41. doi: 10.1016/j.stemcr.2019.04.009
**Supplement:** Document S2. Article plus Supplemental Information

## Modeling Motor Neuron Resilience in ALS Using Stem Cells

Ilary Allodi,<sup>1,3</sup> Jik Nijssen,<sup>1</sup> Julio Aguila Benitez,<sup>1</sup> Christoph Schweingruber,<sup>1</sup> Andrea Fuchs,<sup>1</sup> Gillian Bonvicini,<sup>1</sup> Ming Cao,<sup>1</sup> Ole Kiehn,<sup>1,2</sup> and Eva Hedlund<sup>1,\*</sup><sup>1</sup>Department of Neuroscience, Karolinska Institutet, Stockholm, Sweden<sup>2</sup>Department of Neuroscience, University of Copenhagen, Copenhagen, Denmark<sup>3</sup>Present address: Department of Neuroscience, University of Copenhagen, Copenhagen, Denmark\*Correspondence: <https://doi.org/10.1016/j.stemcr.2019.04.009>

## SUMMARY

Oculomotor neurons, which regulate eye movement, are resilient to degeneration in the lethal motor neuron disease amyotrophic lateral sclerosis (ALS). It would be highly advantageous if motor neuron resilience could be modeled *in vitro*. Toward this goal, we generated a high proportion of oculomotor neurons from mouse embryonic stem cells through temporal overexpression of PHOX2A in neuronal progenitors. We demonstrate, using electrophysiology, immunocytochemistry, and RNA sequencing, that *in vitro*-generated neurons are bona fide oculomotor neurons based on their cellular properties and similarity to their *in vivo* counterpart in rodent and man. We also show that *in vitro*-generated oculomotor neurons display a robust activation of survival-promoting Akt signaling and are more resilient to the ALS-like toxicity of kainic acid than spinal motor neurons. Thus, we can generate bona fide oculomotor neurons *in vitro* that display a resilience similar to that seen *in vivo*.

## INTRODUCTION

Amyotrophic lateral sclerosis (ALS) is characterized by a loss of motor neurons in cortex, brain stem, and spinal cord with subsequent spasticity, muscle atrophy, and paralysis. Motor neurons innervating the extraocular muscles, including the oculomotor, trochlear, and abducens nuclei, are however relatively resistant to degeneration in ALS (Comley et al., 2016; Gizzi et al., 1992; Nijssen et al., 2017; Nimchinsky et al., 2000). This resilience has been attributed to cell-intrinsic properties (Allodi et al., 2016; Brockington et al., 2013; Comley et al., 2015; Hedlund et al., 2010; Kaplan et al., 2014). It would be highly advantageous if differential motor neuron vulnerability could be modeled *in vitro*. This could aid in the identification of gene targets responsible for oculomotor neuron resilience. However, it is not self-evident that *in vitro*-generated oculomotor neurons would be more resistant to degeneration in culture than spinal motor neurons, as multiple cell types contribute to motor neuron degeneration in ALS, including, for example, astrocytes (Yamanaka et al., 2008), microglia (Boillee et al., 2006), and oligodendrocytes (Kang et al., 2013), and may play a role in selective vulnerability.

During development, distinct neuronal populations are defined through diffusible morphogens with restricted temporal and spatial patterns and subsequent activation of distinct intrinsic transcription factor programs. These programs can be mimicked to specify different CNS regions and neuronal populations from stem cells *in vitro*. When mouse embryonic stem cells (mESCs) are exposed to SHH (sonic hedgehog) signaling and retinoic acid, which ventralize and caudalize the CNS during development, spinal

motor neurons constitute 15%–30% of the cells in culture, and interneurons the large remainder (Allodi and Hedlund, 2014; Wichterle et al., 2002). Oculomotor neurons constitute only about 1% of the cells in the midbrain; thus, patterning mESC cultures with fibroblast growth factor 8 (FGF8) and SHH to direct cultures toward a midbrain/hind-brain fate (Allodi and Hedlund, 2014; Hedlund et al., 2008) results in cultures with too few oculomotor neurons to allow for any quantitative analysis. However, when combining morphogens with overexpression of the intrinsic determinant *Phox2a* in neural precursors, a large proportion of ISLET1/2<sup>+</sup> brain stem motor neurons can be generated (Mong et al., 2014). Furthermore, a combination of the transcription factors *Ng2*, *Isl1*, and *Phox2a* can specify mESCs into cranial motor neurons (Mazzoni et al., 2013). However, the exact identity of motor neurons generated this way has not been previously demonstrated, and it is currently unclear whether these are indeed oculomotor neurons or rather a mix of brain stem motor neurons, including, for example, trigeminal and facial motor neurons.

Toward the goal of developing stem cell-based *in vitro* models of differential vulnerability we generated cultures with a high proportion of oculomotor neurons through temporal overexpression of PHOX2A in mESC-derived neuronal progenitors and compared these with mESC-derived spinal motor neurons. Careful characterization of these distinct motor neuron populations using immunocytochemistry, electrophysiological recordings, and RNA sequencing demonstrated that mESC-derived oculomotor neurons were highly similar to their *in vivo* counterparts in both rodent and man. Finally, we exposed these to ALS-like conditions using kainic acid and demonstrated that oculomotor neurons were more resilient than spinal

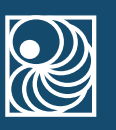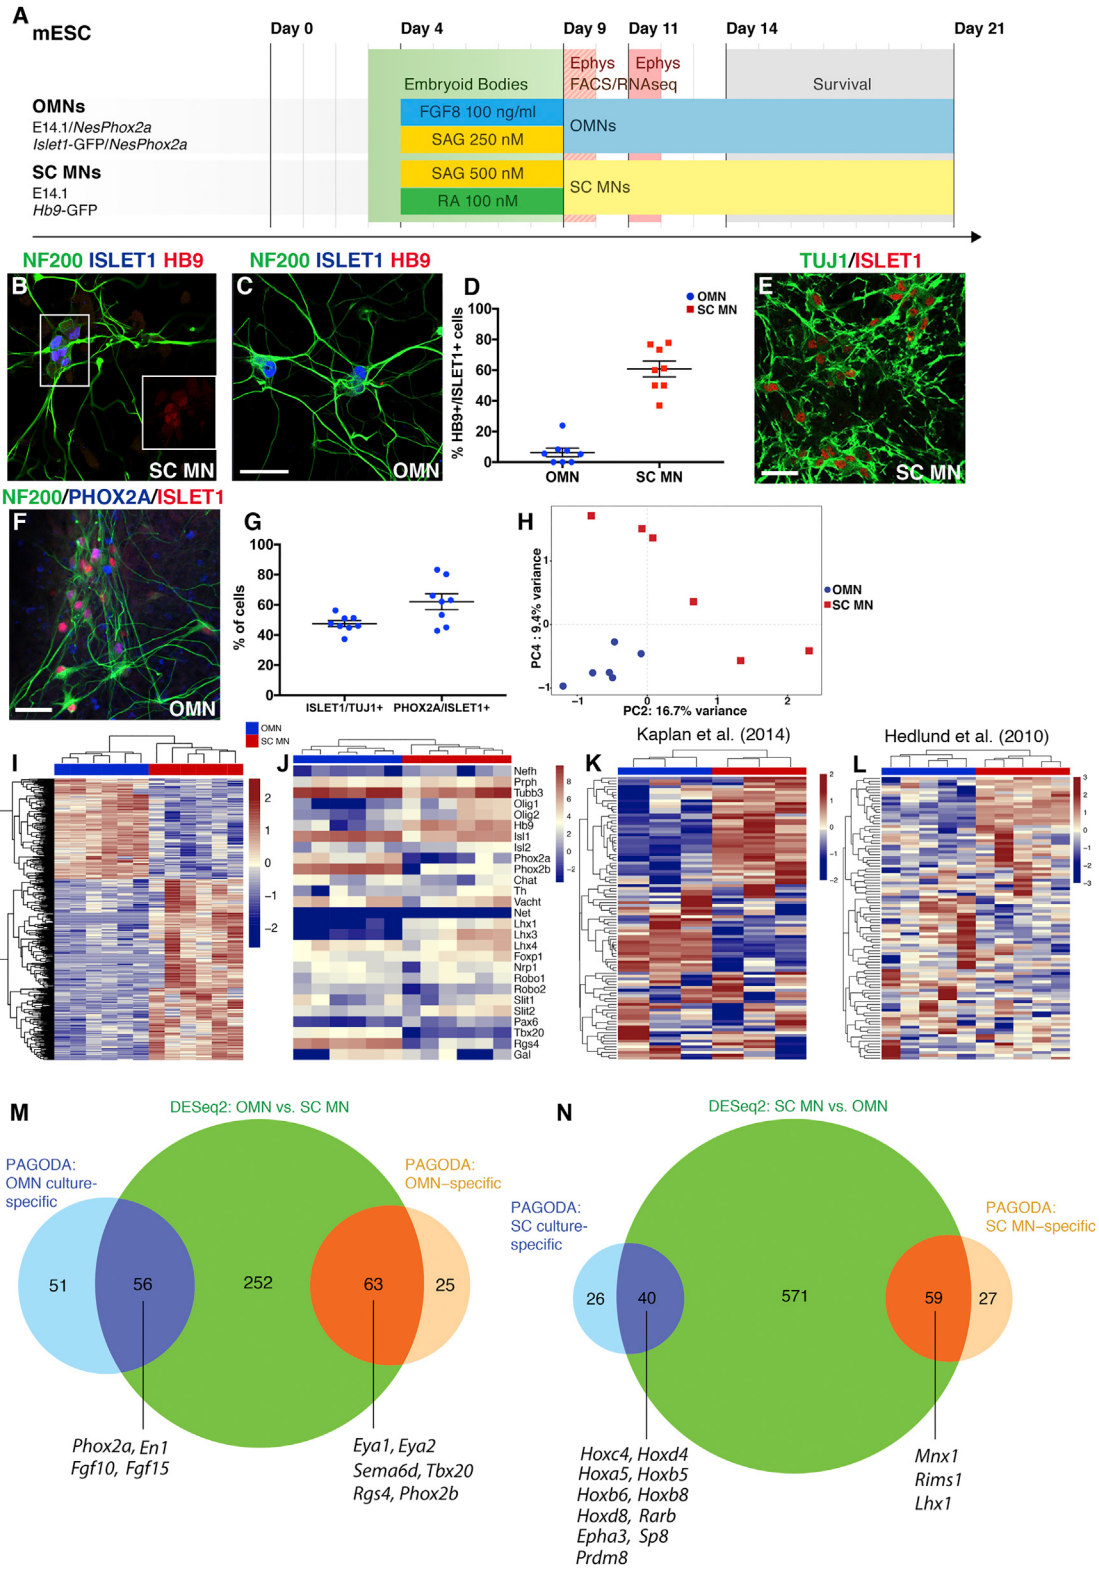

(legend on next page)

motor neurons. Thus, we can generate bona fide oculomotor neurons *in vitro* that display a resilience to ALS similar to that seen *in vivo*.

## RESULTS

### Bona Fide Oculomotor Neurons Can Be Generated from mESCs

To characterize the specific identity of brain stem motor neurons generated in culture and compare their properties with those of spinal motor neurons, we generated neurons from mESCs. Spinal motor neurons were derived by adding 100 nM retinoic acid and the smoothened agonist SAG to the culture for 5 days. Brain stem motor neurons were specified by overexpressing *Phox2a* under the *nestin* enhancer and patterning the culture with FGF8 and SAG for 5 days (Figure 1A). Immunocytochemical analysis demonstrated that spinal motor neurons expressed the transcription factors ISLET1/2 and HB9 (MNX1) ( $64.1\% \pm 5.2\%$  ISLET1/2<sup>+</sup>HB9<sup>+</sup> cells, mean  $\pm$  SEM,  $n = 4$ ) (Figures 1B, 1D, and 1E). PHOX2A-overexpressing motor neurons appeared to be of an oculomotor identity as these cells expressed ISLET1/2 but lacked HB9 ( $6.3\% \pm 1.3\%$  ISLET1/2<sup>+</sup>HB9<sup>+</sup> cells, mean  $\pm$  SEM,  $n = 4$ ), which is present in all cranial motor neuron nuclei except the oculomotor nucleus (Figures 1C, 1D, 1F, and 1G) (Guidato et al., 2003; Lance-Jones et al., 2012). Henceforth we therefore refer to the brain

stem motor neurons as oculomotor neurons. In oculomotor neuron cultures  $47.5\% \pm 5.9\%$  (mean  $\pm$  SEM,  $n = 4$ ) of  $\beta$ III-TUBULIN<sup>+</sup> cells were ISLET1/2<sup>+</sup> and  $62\% \pm 5.2\%$  (mean  $\pm$  SEM,  $n = 4$ ) of the ISLET1/2<sup>+</sup> cells were PHOX2A<sup>+</sup>, which demonstrates that 25% of all neurons generated were oculomotor neurons (Figure 1G).

Oculomotor neurons (derived from Islet-GFP mESCs) and spinal motor neurons (derived from Hb9-GFP mESCs) were analyzed for their electrophysiological properties at day-9 and day-11 time points (Figure S1). Cells were able to fire overshooting action potentials in response to depolarizing current pulses. At day 9 few spikes were evoked. Neuronal maturation from days 9 to 11 was seen as a change in the electrical properties whereby day-11 oculomotor neurons could fire trains of action potentials (Figures S1A and S1B) and the width of action potentials was decreased when compared to day 9 (Figure S1C). The increase in the size of neurons was reflected by the increased cell capacity (Figure S1D), decreased input resistance (Figure S1E), and increased rheobase (Figure S1F) from days 9 to 11. Similar changes were seen in spinal motor neurons, which fired a higher number of action potentials (Figures S1G and S1H) and showed a reduced width of action potentials (Figure S1I) at day 11 compared to day 9. Moreover, the changes in cell capacity (Figure S1J), input resistance (Figure S1K), and rheobase (Figure S1L) showed signs of neuronal maturation over time. To further investigate neuronal maturation over time, we performed choline

### Figure 1. PHOX2A Overexpression Drives the Generation of Bona Fide Oculomotor Neurons from Stem Cells

(A) Time line depicting *in vitro* protocols for the generation of resistant oculomotor neuron (OMN) and vulnerable spinal cord motor neuron (SC MN). The mESC column reports the four cell lines used in this study. Patterning was performed for 5 days following EB formation. mRNA-seq coupled with FACS was performed on EB dissociation day (day 9 of the protocol). The survival assay was performed 5 days after EB dissociation (day 14 to 21).

(B and C) SC MNs generated from E14.1 ESCs express HB9, ISLET1, and NF200 (B). OMNs generated from E14.1 ESCs overexpressing the transcription factor *Phox2a* under the *Nestin* enhancer co-express ISLET1 and NF200 in the absence of HB9 (C). Scale bar, 60  $\mu$ m.

(D) Percentage of HB9<sup>+</sup>/ISLET1<sup>+</sup> cells in SC MN ( $64.1\% \pm 5.2\%$ , mean  $\pm$  SEM,  $n = 4$ ) and OMN ( $6.3\% \pm 1.3\%$ , mean  $\pm$  SEM,  $n = 4$ ) cultures, respectively (at least 120 Islet1<sup>+</sup> cells counted per condition, bar and whiskers represent means  $\pm$  SEM).

(E) Microphotographs showing ISLET1<sup>+</sup>/TUJ1<sup>+</sup> cells in OMN cultures.

(F) OMNs also express the specific marker PHOX2A as indicated by asterisks. Scale bar, 100  $\mu$ m (applies also to E).

(G) Quantification of ISLET1<sup>+</sup> over TUJ1<sup>+</sup> cells demonstrates that half the neuronal population appears to be ISLET1<sup>+</sup> ( $47.5\% \pm 5.9\%$ , mean  $\pm$  SEM,  $n = 4$ ; total number of TUJ1<sup>+</sup> cells counted: 1,325). Quantification of PHOX2A<sup>+</sup> over ISLET1<sup>+</sup> cells (experiments performed in quadruplicates with two technical replicates each, total number of Islet1<sup>+</sup> cells counted: 746) indicates that  $62\% \pm 5.2\%$  (mean  $\pm$  SEM,  $n = 4$ ) of the ISLET1<sup>+</sup> population is also PHOX2A<sup>+</sup>. All quantifications were performed 5 days after EB dissociation, and experiments were conducted in quadruplicates including two technical replicates per experiment (bar and whiskers represent means  $\pm$  SEM).

(H) PCA of OMN and SC MN samples based on all genes expressed confirmed cell differential identities. mRNA-seq analysis of OMNs and SC MNs isolated by FACS was performed after 5 days of patterning (day 9 of the protocol).

(I) A total of 1,017 DEGs was found between the two different cell types (adjusted  $p < 0.05$ ,  $n = 6$ ). Heatmap shows the top 500 most significant DEGs by adjusted  $p$  value.

(J–L) Heatmap of expected progenitors and motor neuron transcripts but also OMN and SC MN specific transcripts obtained in the two generated motor neuron populations (J and L). Using the top 100 DEGs obtained from our RNA-seq analysis (K), we could separate datasets originating from *in vivo* microarray studies on early postnatal (J) and adult (L) rodent OMNs and SC MNs.

(M and N) Venn diagrams showing gene sets enriched either in brain stem cultures or OMN-specific as revealed by PAGODA analysis (M), and gene sets preferentially found in spinal cord cultures or MN specific (N).

acetyltransferase (ChAT) staining on oculomotor and spinal motor neuron cultures, confirming expression of the transferase from day 14 *in vitro* in both ISLET1<sup>+</sup>/HB9<sup>−</sup> and ISLET<sup>+</sup>/HB9<sup>+</sup> cells (Figures S1M and S1N).

To further confirm the identity of the cells generated, we sorted the motor neurons based on GFP expression using fluorescence-activated cell sorting (FACS). For this purpose we used a *Hb9*-GFP mESC line to select for spinal motor neurons and an *Islet*-GFP:*NesEPhox2a* mESCs line for the purification of oculomotor neurons (Figures 1A and S2A–S2D). Poly(A)-based RNA sequencing of the sorted fractions revealed a similar number of detected genes for both lines (reads per kilobase per million mapped reads [RPKM] >0.1: oculomotor neurons 13,941 ± 293.5 and spinal motor neurons 14,660.3 ± 304.1; RPKM >1: oculomotor neurons 10,507 ± 296 and spinal motor neurons 10,914.3 ± 362.7; mean ± SEM, t test for RPKM >0.1 *p* = 0.1196, t test for RPKM >1 *p* = 0.4047; Figure S2E).

Sorted oculomotor neurons clustered closely together in the principal component analysis (PCA) and were separated from spinal motor neurons along the fourth principal component (Figure 1H). Hierarchical clustering of the 1,017 genes that were differentially expressed between oculomotor neurons and spinal motor neurons at an adjusted *p* value of <0.05 demonstrated that each group is defined by a specific set of markers, with a majority of genes being more highly expressed in spinal motor neurons (Figure 1I and Table S1). Analysis of Hox mRNAs clearly demonstrated the more caudal nature of spinal motor neurons compared with oculomotor neurons (Figure S1F). The oculomotor neurons and spinal motor neurons clustered separately based on known marker gene expression, e.g., *Phox2a*, *Phox2b*, *Tbx20*, and *Rgs4* for oculomotor neurons and *Olig1/2*, *Hb9*, and *Lhx1/3* for spinal motor neurons. Oculomotor neuron cultures were also devoid of noradrenergic neuron markers *Slc6a2* (*NET*) and *Th* (Figure 1J).

Using the top 100 differentially expressed genes (DEGs) between our *in vitro*-generated oculomotor neurons and spinal motor neurons, we could separate a published microarray dataset (Mazzoni et al., 2013) of *in vitro*-generated brain stem and spinal motor neurons (Figure S1G). Importantly, we could also use the 100 top DEGs between our oculomotor and spinal motor neurons to separate microarray data originating from mouse oculomotor and spinal motor neurons isolated from postnatal day 7 (P7) mice (Kaplan et al., 2014) (Figure 1K) and from adult rats (Hedlund et al., 2010) (Figure 1L). Thus, our *in vitro*-generated motor neuron populations closely resemble their *in vivo* counterparts.

To further delineate the nature of our *in vitro* culture systems, we set out to identify gene clusters regulated in groups of samples in an unbiased way. Here we analyzed all GFP-positive (Hb9<sup>+</sup> for spinal and Islet1<sup>+</sup> for

oculomotor) and -negative fractions from both spinal- and midbrain-specified cultures using PAGODA (Fan et al., 2016). This analysis revealed gene sets enriched in the spinal and oculomotor cultures (GFP<sup>+</sup> and GFP<sup>−</sup> samples), as well as in the motor neuron groups specifically (GFP<sup>+</sup>) (Figures 1M and 1N; Table S1). Of the oculomotor-enriched genes found with DESeq2, a subset was enriched in all midbrain-specified cultures (GFP<sup>+</sup> and GFP<sup>−</sup> cells), such as *Phox2a* and *Engrailed1* (*En1*). *Fgf10*, known to be expressed in the developing midbrain, including the oculomotor nucleus (Hattori et al., 1997), and *Fgf15*, with known enrichment in midbrain and rhombomere 1 (Partanen, 2007), were also enriched in our midbrain-specified cultures (Figure 1M). The genes that were highly enriched specifically in oculomotor neurons (GFP<sup>+</sup>) included *Eya1*, *Eya2*, *Tbx20*, and *Phox2b* (Figure 1M). Vice versa, of the genes found to be differentially expressed in spinal motor neurons versus oculomotor neurons with DESeq2, a subset was enriched in all samples of the spinal-specified cultures versus the midbrain-specified cultures. This included Hox genes that regulate positional identity, e.g., *Hoxc4*, *Hoxd4*, *Hoxa5*, *Hoxb5*, *Hoxb6*, *Hoxb8*, and *Hoxd8*, as well as spinal V1 interneuron markers *Sp8* and *Prdm8*. Another subset was found to be highly specific for only the spinal motor neurons, including *Mnx1* (Hb9) and *Lhx1* (Figure 1N).

Different axon guidance-related genes are expressed by oculomotor and spinal cord motor neurons during development (Bjorke et al., 2016; Gutekunst and Gross, 2014; Stark et al., 2015; Wang et al., 2011). To further characterize the *in vitro*-generated oculomotor neurons, we analyzed their mRNA expression of morphological markers that are important for axon guidance. We found that oculomotor neurons were enriched in *Plxna4*, *Sema6d*, *Cdh6*, and *Cdh12*, while spinal motor neurons were enriched for *Epha3*, *Ephx4*, *Sema4a*, and *Sema5b* (Figure S2G). We subsequently analyzed the expression level of these axon guidance RNAs in microarray data from mouse oculomotor and spinal motor neurons isolated from P7 mice (Kaplan et al., 2014) and found that *Sema6d* was preferentially maintained in oculomotor postnatally (Figure S2H).

Thus, our *in vitro*-generated oculomotor neurons have characteristics distinct from spinal motor neurons regarding genes that govern axon guidance, and some of these characteristic are maintained *in vivo*.

In conclusion, we have generated a high proportion of bona fide oculomotor neurons *in vitro* that can be utilized to understand their normal function as well as resilience to degeneration in motor neuron diseases.

### Stem Cell-Derived Oculomotor Neurons Are Relatively Resistant to Excitotoxicity

To investigate whether *in vitro*-generated oculomotor neurons are relatively resistant to ALS-like toxicity similarly

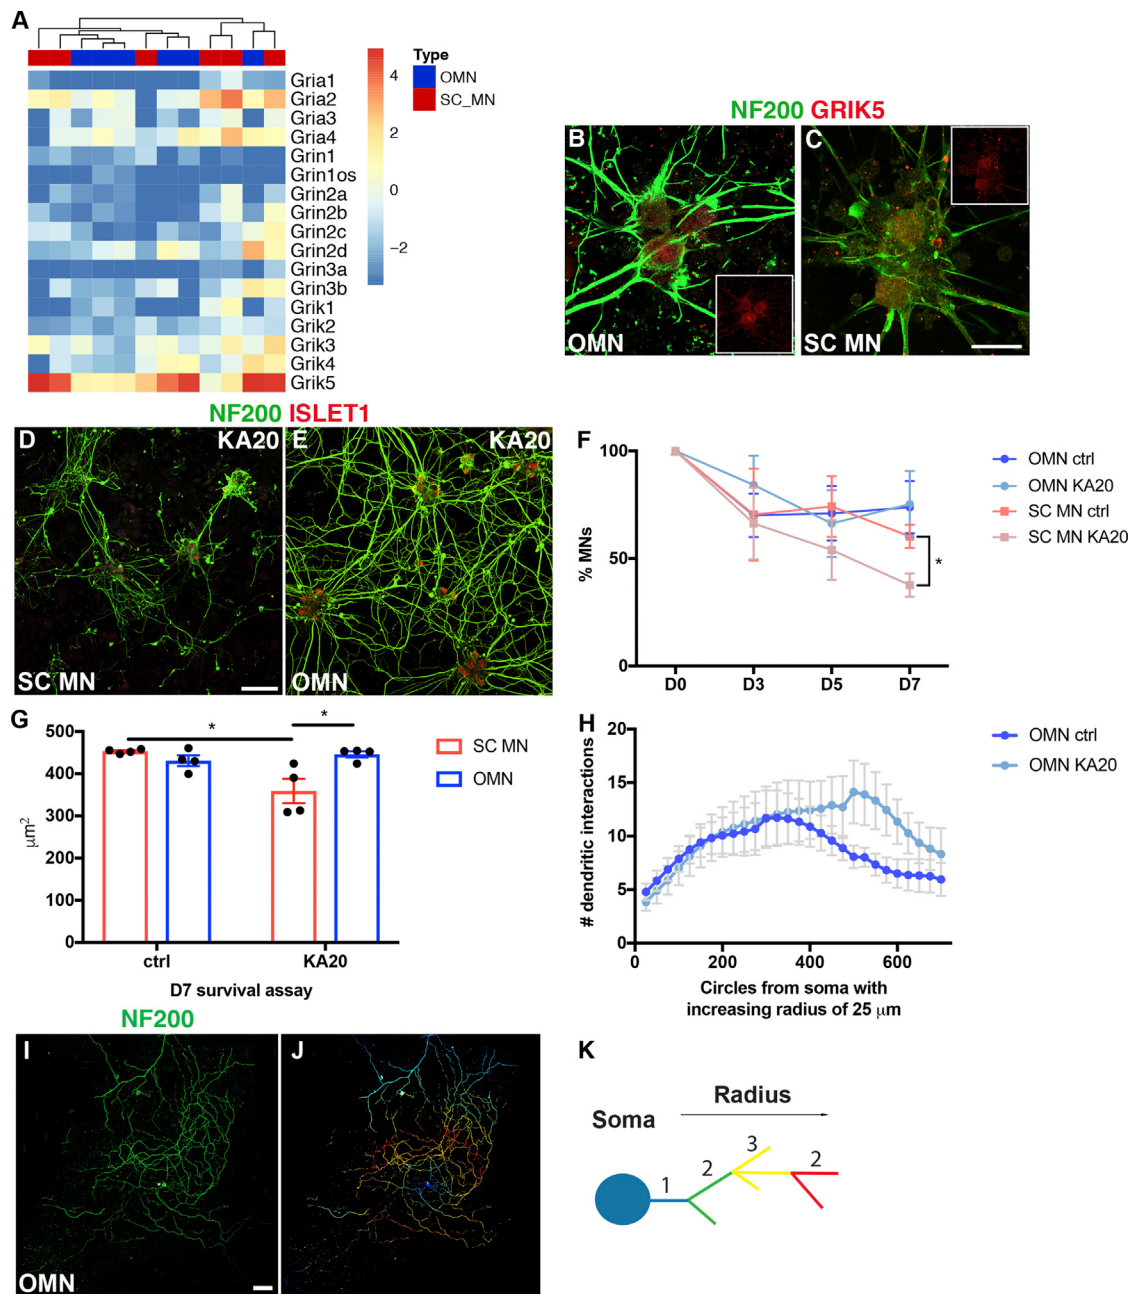

**Figure 2. *In Vitro*-Generated Oculomotor Neurons Are Relatively Resistant to ALS-like Toxicity**

(A) OMNs and SC MNs express similar mRNA levels of glutamate ionotropic receptor AMPA, NMDA, and kainate type subunits. The heatmap shows log<sub>2</sub> RPKM values of these subunits, and no separate clustering of the two cell types is observed. (B and C) Immunohistochemistry performed on generated OMNs (B) and SC MNs (C) at D1 *in vitro* in control conditions; similar levels of glutamate ionotropic receptor kainate type subunit 5 (GRIK5) are found in both cell types. Scale bar in (C), 60 μm (applies also to B). (D and E) Microphotographs presenting SC MN (D) and OMN (E) response to kainic acid-induced toxicity (20 μM) for a week. Scale bar in (D), 100 μm (applies also to E). (F) Curves represent percentages of MN survival over time in OMN and SC MN cultures. OMNs were visualized as NF200<sup>+</sup>ISLET1<sup>+</sup>HB9<sup>-</sup> cells, while SC MNs as NF200<sup>+</sup>ISLET1<sup>+</sup>HB9<sup>+</sup> cells. OMNs show increased survival to kainic acid toxicity at D7 (bar and whiskers represent means ± SEM, two-way ANOVA and Tukey's multiple comparison test,  $F(9, 56) = 2.333$ ,  $*p = 0.0261$ , SC MNs  $n = 4$ , OMNs  $n = 5$ ) when compared with SC MNs (experiments were performed at least in quadruplicate, with technical replicates and with at least 130 motor neurons counted per condition in each experiment).

(legend continued on next page)

to their *in vivo* counterparts, we used kainic acid, which is a neuroexcitatory amino acid that acts by activating glutamate receptors. Glutamate excitotoxicity is thought to be a downstream event in motor neuron degeneration in ALS and is thus considered appropriate to model this disease. First, we evaluated the mRNA levels of glutamate ionotropic receptors in our cultures to ensure that generated neurons could respond to kainic acid. mRNA-sequencing data of sorted motor neurons demonstrated that oculomotor neurons and spinal motor neurons expressed similar levels of AMPA, NMDA, and kainate receptor subunits (Figure 2A). *Grik5* (glutamate receptor, ionotropic kainate 5) was the subunit expressed at highest level (Figure 2A) and was also detectable at the protein level in both oculomotor (Figure 2B) and spinal (Figure 2C) motor neurons. Thus, both motor neuron types should respond to kainic acid. Exposure of the cultures to kainic acid for 1 week demonstrated that oculomotor neurons were more resilient to the elicited long-term excitotoxicity than spinal motor neurons (ANOVA,  $*p < 0.05$ ; Figures 2D–2F).

Stem cell-derived cultures are not easily temporally restricted in a precise way. Cultures that contain postmitotic neurons may also harbor neuronal progenitors that later on are specified into neurons. It can thus be challenging to distinguish survival from renewal in a stem cell-based *in vitro* system. We therefore analyzed the turnover rate in our cultures by pulsing these with bromodeoxyuridine (BrdU). Analysis of the number of BrdU<sup>+</sup>ISLET1/2<sup>+</sup> neurons demonstrated that a significantly higher number of motor neurons were generated over time in the spinal motor neuron cultures compared with the oculomotor neuron cultures (Figure S2I). Consequently, the resilience of oculomotor neurons should be considered even more pronounced as these cultures had a comparatively low turnover rate. Furthermore, we investigated the presence of astrocytes in the cultures and found that only a minority of cells expressed glial fibrillary acidic protein (Figures S2J and S2K). As the processes of motor neurons show the first signs of pathology in ALS, we investigated length of neuronal processes in both oculomotor and spinal motor neuron cultures exposed to kainic acid for 7 days. The result

clearly demonstrated that oculomotor neurons were unaffected by kainic acid while spinal motor neurons displayed a shortening of neurites (Figure 2G). To further evaluate oculomotor neurites, we used Sholl analysis to interrogate arborization complexity. The number and branching of oculomotor neurites were not negatively affected under kainic acid treatment (Figures 2H–2K). As axonal fragmentation and degeneration is seen early on in motor neurons in ALS, our data clearly demonstrate that oculomotor neurons cope well under conditions of excitotoxicity and maintain normal morphology.

In conclusion, *in vitro*-generated oculomotor neurons are highly resilient to ALS-like excitotoxicity. Thus, the pattern of selective motor neuron vulnerability seen *in vivo* can be replicated *in vitro*.

### Oculomotor Neurons Have High Levels of Calcium-Buffering Proteins and Akt Signaling, which Could Contribute to Resilience

To explain the resilience of *in vitro*-generated oculomotor neurons to excitotoxicity, we conducted a directed comparative analysis of the RNA-sequencing data from purified oculomotor neurons versus spinal motor neurons. It has been suggested that preferential expression of calcium binding proteins in oculomotor neurons plays a role in their resilience (Comley et al., 2015; Van Den Bosch et al., 2002). We focused on transcripts with implications in calcium handling. Our analysis demonstrated that *Cald1*, *Esy1*, *Camk2a*, and *Hpcal1* were preferentially expressed in oculomotor neurons (Figure S3A). ESY1 protein levels were also preferential to oculomotor neurons and unaffected by kainic acid treatment (Figures S3B–S3D). This could render oculomotor neurons with an increased capacity to buffer Ca<sup>2+</sup> intracellularly.

We have previously shown that AKT signaling is important in motor neuron resilience toward ALS after insulin-like growth factor-2 treatment (Allodi et al., 2016). We therefore analyzed our RNA-sequencing data from sorted oculomotor and spinal motor neurons for *Akt* signaling effectors, which could aid in explaining the relative resilience of oculomotor neurons *in vitro*. This analysis demonstrated

(G) Analysis of the length of neuronal processes in both oculomotor and spinal motor neuron cultures exposed to kainic acid for 7 days showed that oculomotor neurons were unaffected by kainic acid while spinal motor neurons displayed a shortening of neurites (bar and whiskers represent means  $\pm$  SEM, two-way ANOVA,  $*p < 0.05$ ,  $n = 4$ ).

(H–K) Sholl analysis was performed on OMN at D7 survival assay in control and KA20 conditions (H) to further assess individual MN arborization complexity during toxicity. (H) Comparison of the average number of neurite intersections of OMN in control and KA20 toxicity conditions with radial step size of 25  $\mu$ m. OMNs did not show reduction in arborization (bar and whiskers represent means  $\pm$  SEM, multiple t test,  $n = 10$ ). (I) Example of OMN at day 7 of KA20 toxicity. Scale bar in (I), 100  $\mu$ m (applies also to J). (J) Sholl mask was applied to individual OMNs after specifying the radius from the center of the soma of the neuron and created concentric circles every 25  $\mu$ m of increasing radius. (K) Schematic depicting identification of neurite segments by Sholl analysis. Color code is assigned depending on arbor localization from the soma in an inside-out manner following the given radius. Multiple intersections within the same segment display the same color.

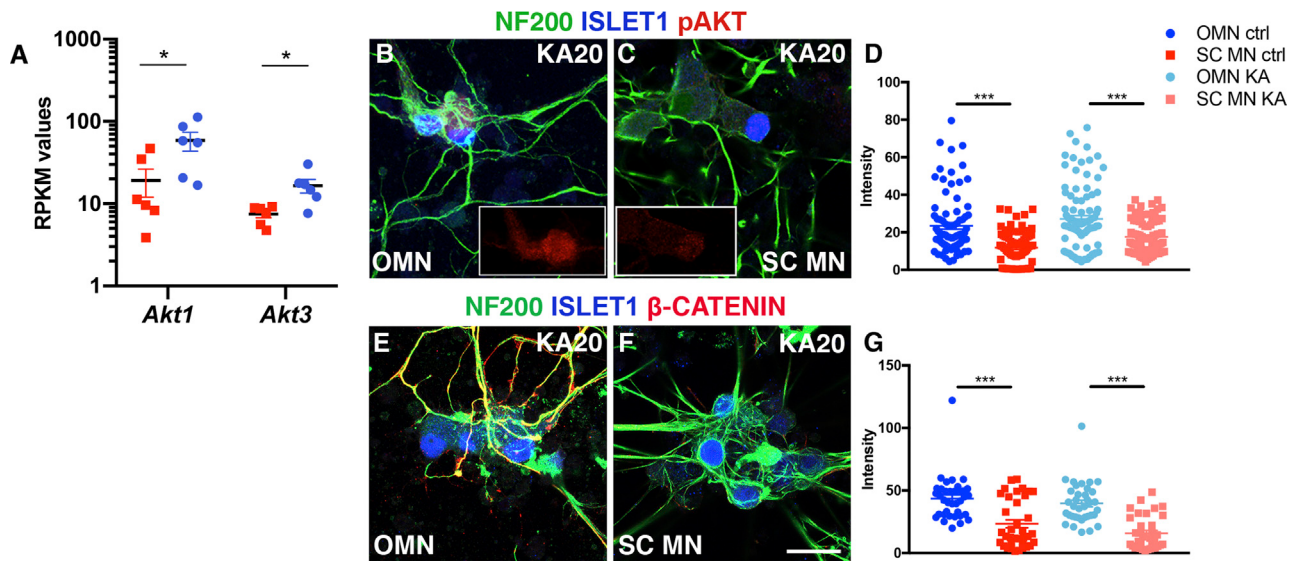

**Figure 3. mESC-Derived Oculomotor Neurons Have High Levels of Akt Signaling**

(A) RPKM values from RNA sequencing of mESC-derived oculomotor and spinal motor neurons enriched by FACS shows preferential expression of *Akt1* and *Akt3* transcripts in the generated OMNs (bar and whiskers represent means  $\pm$  SEM, \*adjusted  $p < 0.05$ ,  $n = 6$ ). (B and C) Microphotographs show pAKT levels in OMN (B) and SC MN (C) cultures at D7 toxicity assay assessed by immunohistochemistry, pAKT staining alone in small insets (red channel). (D and F) Fluorescence intensities (D), analyzed in a semi-quantitative manner, indicate higher expression of pAKT in OMNs (F) (bar and whiskers represent means  $\pm$  SEM, two-way ANOVA and Tukey's multiple comparison test,  $F(1, 353) = 66.1$ , \*\*\* $p < 0.0001$ ,  $n = 4$ ). Scale bar in (F), 60  $\mu$ m (applies also to B and C). (E and G)  $\beta$ -CATENIN expression is maintained in OMN also during kainate toxicity (E). (G) Semi-quantitative analysis of  $\beta$ -CATENIN over NF200 staining intensities in OMNs and SC MNs in kainate conditions (bar and whiskers represent means  $\pm$  SEM,  $t$  test,  $t = 6.799$ ,  $df = 69$ , \*\*\* $p < 0.0001$ ,  $n = 3$ ). Scale bar in (E), 60  $\mu$ m.

an elevated expression of *Akt1* and *Akt3* in oculomotor neurons compared with spinal motor neurons (adjusted  $p < 0.05$ , Figure 3A). Consistent with our RNA-sequencing findings, immunocytochemistry against pAKT and quantification of fluorescent intensities in ISLET1/2<sup>+</sup> oculomotor and spinal motor neurons derived from mESCs demonstrated that oculomotor neurons had higher levels of pAKT protein than spinal motor neurons (Figures 3B–3D). These levels were maintained after excitotoxicity elicited by kainic acid (two-way ANOVA, \*\*\* $p < 0.0001$ ; Figure 3D).

To further validate this pathway in oculomotor neuron resistance, we analyzed the protein levels of activated  $\beta$ -CATENIN (non-phosphorylated), a downstream effector of AKT signaling, using immunocytochemistry (Figures 3E and 3F). The semi-quantitative analysis demonstrated that oculomotor neurons had elevated levels of  $\beta$ -CATENIN compared to spinal cord motor neurons (two-way ANOVA, \*\*\* $p < 0.0001$ ; Figure 3G).  $\beta$ -CATENIN expression was maintained at relatively high levels in oculomotor neurons compared to spinal motor neurons also during kainate toxicity, with expression preferentially localized to processes (Figures 3F and 3G).

Our data thus indicate that AKT signaling, which is a known survival pathway, could contribute to oculomotor neuron resistance in mouse *in vivo* as well as in a dish.

### AKT Signaling Is Elevated in Human Postmortem Oculomotor Neurons

To evaluate whether our *in vitro* data recapitulate motor neuron resistance in human, we used the spatial transcriptomics method LCM-seq (laser-capture microdissection coupled with RNA sequencing) (Nichterwitz et al., 2016, 2018) to analyze individually isolated oculomotor neurons (Figures S4A–S4D) and spinal motor neurons (cervical and lumbar spinal cord) (Figures S4E–S4H) from human postmortem tissues. In addition, we isolated motor neurons from the Onuf's nucleus in the sacral spinal cord (Figures S4I–S4L and Table S2), as these are highly resilient to degeneration in ALS and maintained until end stage of disease (Mannen et al., 1977), similar to oculomotor neurons. Analysis of marker gene expression showed that all motor neuron groups expressed high levels of neurofilaments and *VACHT* (*SLC18A3*) (Figure S4M). Motor neurons also expressed *ISL1/2* and *Chat*, while being almost devoid of contaminating glial markers, e.g., *SLC1A3*, *AQP4*, *CCL3*,

*AIF1*, *SOX10*, and *MOG* (Figure S4M). Analysis of the *PHOX2A/B* and *HOX* gene code expression clearly clustered oculomotor neurons away from all spinal motor neuron groups (Figure S4N). PCA of all expressed genes separated oculomotor neurons and spinal motor neurons along PC2, while Onuf's nucleus motor neurons separated out on PC3 (Figure 4A). Analysis of the *PI3K-AKT* signaling pathway (Figure S4O) demonstrated that *AKT3* was elevated in human oculomotor neurons (adjusted  $p < 0.05$ , Figure 4B), similar to mESC-derived oculomotor neurons (Figure 3A). To analyze whether oculomotor and Onuf's motor neurons shared gene expression that was distinct from other spinal motor neurons (cervical and lumbar), we analyzed DEGs of oculomotor versus spinal and Onuf's versus spinal (Table S3). This analysis showed that the majority of DEGs were unique to each cell type, with 1,025 DEGs unique to oculomotor (553 up- and 472 downregulated compared to other spinal motor neurons) and 921 DEGs unique to Onuf's motor neurons (349 up- and 572 downregulated compared to other spinal motor neurons) (Figure 4C and Table S3). High *AKT3* levels were unique to oculomotor neurons. Elevated *PVALB* (parvalbumin) and *GABRA1* levels were also unique to oculomotor neurons (Figure 4C), consistent with previous findings (Brockington et al., 2013; Comley et al., 2015; Hedlund et al., 2010). Oculomotor and Onuf's shared 214 DEGs, of which 58 were upregulated and 142 downregulated compared to other spinal motor neurons, and 14 of which were regulated in the opposite direction in the two nuclei (Figure 4C and Table S3). *MIF* (macrophage migration inhibitory factor), which is neuroprotective in ALS (Shvil et al., 2018), showed shared elevated expression in both oculomotor and Onuf's motor neurons (Figure 4C). Gene ontology (GO)-term analysis of the identified DEGs revealed a number of GO terms that were upregulated in oculomotor neurons versus the other motor neuron groups, including gluconeogenesis, regulation of membrane potential, anterograde transsynaptic signaling, cation transmembrane transport, neurodevelopment, neuron differentiation, and CNS development (Figure 4D and Table S4). Analysis of GO terms enriched in Onuf's motor neurons included synaptic signaling, anterograde, transsynaptic signaling, NAD biosynthetic process, ATP biosynthetic process, regulated exocytosis, regulation of neurotransmitter levels, and synaptic vesicle localization (Figure 4E and Table S4).

In conclusion, our data indicate that *AKT* signaling is elevated also in adult human oculomotor neurons and may in part underlie their resilience to degeneration in ALS. Notably, while oculomotor and Onuf's nucleus motor neurons mainly show distinct gene regulation, we also identified common pathways that may underlie their joint resilience.

## DISCUSSION

In ALS, motor neuron subpopulations show differential vulnerability to degeneration. In particular, cranial motor neurons of the oculomotor, trochlear, and abducens nuclei (cranial nerves 3, 4, and 6), which innervate the extraocular muscles around the eyes, are highly resistant throughout disease progression. In our study we demonstrate that a high proportion of bona fide oculomotor neurons can be generated from mESCs through temporal overexpression of *PHOX2A*, and that these are relatively resilient to ALS-like toxicity.

Oculomotor neurons are generated in the ventral midbrain through the specification by SHH (secreted from the floor plate and the notochord), FGF8, and WNTs (both secreted by and around the isthmic organizer). These morphogens in turn regulate transcription factors that influence differentiation of ventral midbrain neurons, including oculomotor neurons, dopamine neurons, red nucleus neurons, and GABA-positive interneurons (reviewed in Nijssen et al., 2017). Oculomotor neurons are specified by the transcription factors *PHOX2A*, *PHOX2B*, and *LMX1B* (Deng et al., 2011; Pattyn et al., 1997). *PHOX2A* is required to drive oculomotor neuron fate as demonstrated by the lack of both oculomotor and trochlear nuclei in *Phox2a* knockout mice (Pattyn et al., 1997). *PHOX2A* is also sufficient to generate a complete oculomotor complex as shown by studies in chick (Hasan et al., 2010; Pattyn et al., 1997). *PHOX2B*, on the other hand, is sufficient to induce ectopic generation of oculomotor neurons in the spinal cord, but is not required to induce oculomotor neuron specification in the midbrain (Dubreuil et al., 2000; Pattyn et al., 1997). *In vitro* studies have shown that (1) mESCs can be directly programmed into cranial neurons using the proneuronal gene *Ngn2*, in combination with *Islet1* and *Phox2a* (Mazzoni et al., 2013), and (2) overexpression of either *PHOX2A* or *PHOX2B* alone in mESC-derived neural progenitors exposed to SHH and FGF8 can promote a midbrain/hindbrain motor neuron fate (Mong et al., 2014). However, while it was demonstrated that cranial motor neurons were generated *in vitro* it was never previously determined whether oculomotor neurons were specifically produced.

Here, we show that *PHOX2A* overexpression in neural progenitors in combination with patterning using FGF8 and SHH resulted in the generation of 50% ISLET<sup>+</sup> neurons of which more than half were *PHOX2A*<sup>+</sup>. The transcriptome and proteome of oculomotor neurons is distinct from other motor neurons (reviewed in Nijssen et al., 2017). Notably, oculomotor neurons can be distinguished by their lack of the transcription factor HB9, which defines other somatic motor neurons (Guidato et al.,

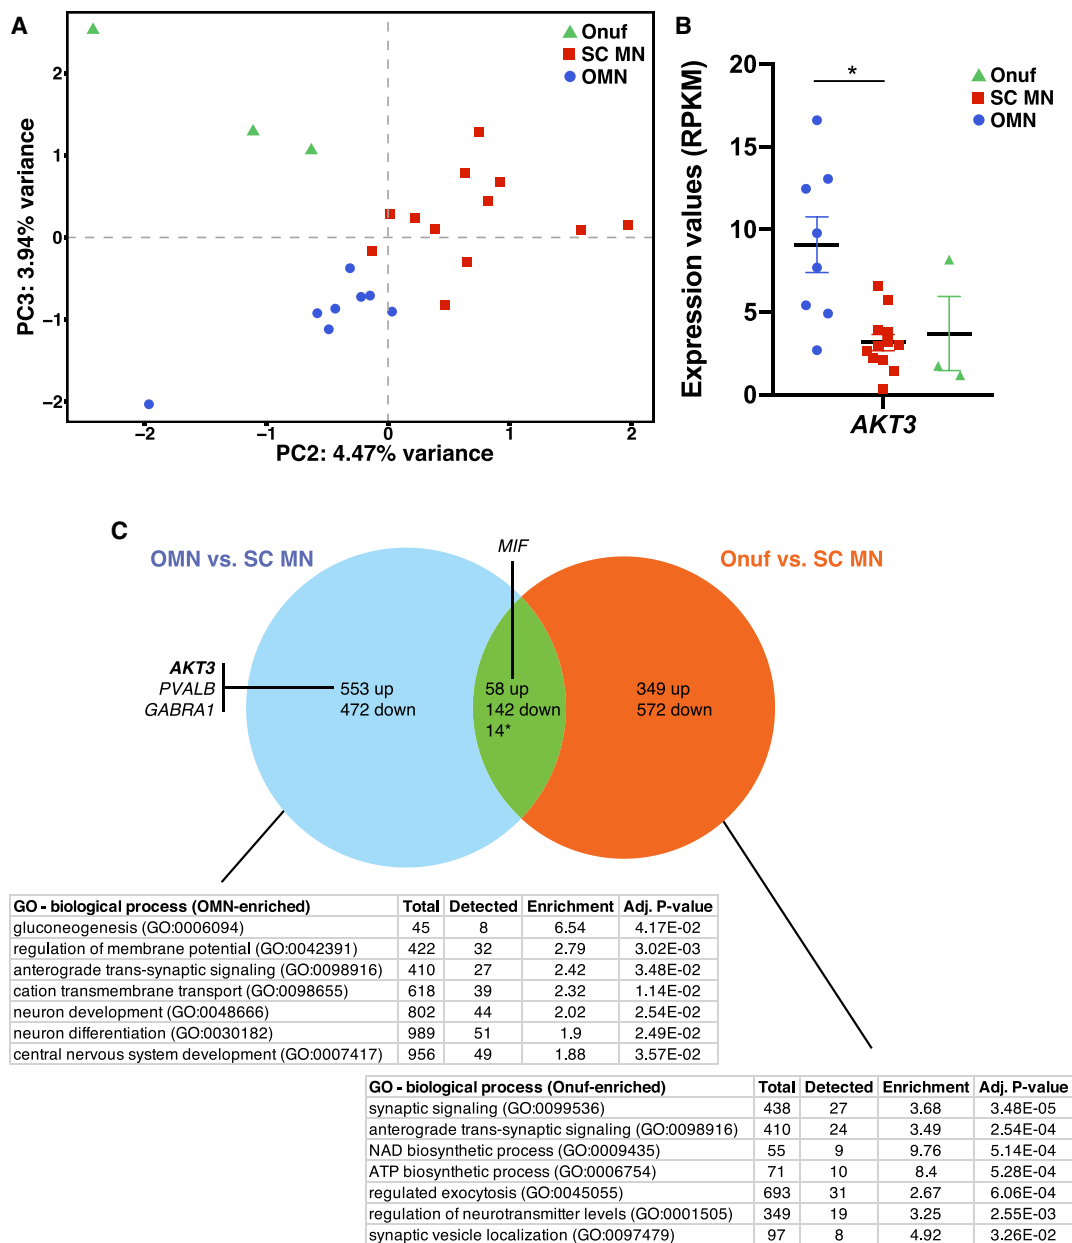

**Figure 4. Human Oculomotor Neurons Show a Transcriptional Profile, with Elevated *AKT3*, Unique from Onuf's Nucleus Motor Neurons**

(A) PCA of all expressed genes separated into Onuf's, oculomotor (OMN), and spinal (cervical and lumbar) (SC\_MN) motor neuron groups. (B) RNA-sequencing data showed that *AKT3* was elevated in OMNs compared to the other motor neuron groups (\*adjusted  $p < 0.05$ , OMN  $n = 8$ , SC\_MN  $n = 12$ , Onuf's  $n = 3$ , bar and whiskers represent means  $\pm$  SEM).

(C) To distinguish the number of DEGs that were shared or unique to each resistant neuron group compared to vulnerable spinal motor neurons, we analyzed DEGs between OMN and SC\_MN and between Onuf's and SC\_MN. This analysis showed that the majority of DEGs were unique to each resistant motor neuron group, with OMNs showing 553 upregulated and 472 downregulated unique DEGs and Onuf's motor neurons showing 349 upregulated and 572 downregulated unique DEGs. Oculomotor and Onuf's shared 58 upregulated and 142 downregulated DEGs compared with vulnerable spinal motor neurons. \*14 DEGs were regulated in the opposite direction in the two motor nuclei.

2003; Lance-Jones et al., 2012). As the vast majority of ISLET<sup>+</sup> cells in our midbrain cultures lacked HB9, we conclude that the PHOX2A<sup>+</sup> cells generated were indeed

oculomotor neurons and that *Phox2a* overexpression is sufficient to induce an oculomotor fate from stem cells *in vitro*. This conclusion was further supported by our

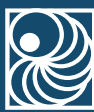

RNA-sequencing experiments on purified oculomotor and spinal motor neuron cultures and our bioinformatics cross-comparison with other *in vitro* and *in vivo* datasets from rodent and man (Brockington et al., 2013; Hedlund et al., 2010; Kaplan et al., 2014), which confirmed that the oculomotor neurons we generated were molecularly similar to their *in vivo* counterpart. Furthermore, our analysis of axon guidance molecules demonstrated differential expression of distinct morphological markers in oculomotor and spinal motor neurons. Finally, the electrical properties of the mESC-derived motor neurons matured over time in culture, and cells also expressed the cholinergic marker ChAT. Altogether this demonstrates that we can generate bona fide oculomotor neurons.

Furthermore, we found that mRNAs of *Fgf10* and *Fgf15* were enriched in our oculomotor cultures. These two morphogens are normally expressed in the developing midbrain, and *Fgf10* is even present within oculomotor neurons themselves (Hattori et al., 1997; Partanen, 2007). It is therefore highly conceivable that these factors are involved in further specifying the cultures. We therefore believe that these factors can be used to further improve the *in vitro* differentiation protocol, but this remains to be further investigated.

Multiple studies have demonstrated that differential motor neuron vulnerability appears to be regulated by cell-intrinsic differences in gene expression (Allodi et al., 2016; Brockington et al., 2013; Hedlund et al., 2010; Kaplan et al., 2014). We therefore hypothesized that *in vitro*-generated oculomotor neurons would be more resilient to ALS-like toxicity than spinal motor neurons. Indeed, our experiments on neuronal vulnerability clearly demonstrated that oculomotor neurons were more resistant to the ALS-like toxicity elicited by kainic acid than spinal motor neurons. Furthermore, the fact that oculomotor neuron processes remained intact indicates that these cells were indeed highly resilient, as axonal degeneration is an early sign of pathology in ALS.

It has been shown that oculomotor neurons have a higher calcium-buffering capacity than other motor neuron groups (Vanselow and Keller, 2000), which could render the cells more resilient to excitotoxic insults. Our finding that several transcripts with implications for calcium handling were preferentially expressed in stem cell-derived oculomotor neurons as well as oculomotor neurons in man were thus very compelling and consistent with their resilience. ESYT1, for example, is an ER integral membrane protein that presents a cytosolic synaptotagmin-like domain that can bind organelle membranes and a C2 domain able to bind the plasma membrane. These interactions are involved in exchange of lipids and vesicles but also, in the ER, control of  $\text{Ca}^{2+}$  homeostasis. Thus, ER-plasma membrane junctions can control  $\text{Ca}^{2+}$  release from ER in response to extracellular

$\text{Ca}^{2+}$  levels (Giordano et al., 2013), an event that could have a beneficial effect during excitotoxicity.

Furthermore, we have previously shown that AKT signaling plays an important role in induced resistance in vulnerable motor neurons (Allodi et al., 2016). We now demonstrate that *Akt* signaling is more highly activated in resistant oculomotor neurons *in vitro* as well as *in vivo* in human oculomotor neurons. This observation indicates that oculomotor neurons preferentially activate a cell-intrinsic survival program. Notably, cross-comparison of human oculomotor neurons with resilient human Onuf's nucleus motor neurons showed that elevated *AKT* signaling was unique to oculomotor neurons. When comparing human oculomotor and Onuf's motor neurons with vulnerable spinal motor neurons it became evident that the majority of DEGs were unique to each resilient nucleus. However, there were commonly regulated genes across these two resilient nuclei, including *MIF*. *MIF* was recently shown to inhibit the toxicity of misfolded SOD1 (Shvil et al., 2018), indicating that these two neuron groups may be better at handling toxic aggregation-prone proteins.

In conclusion, we have demonstrated that bona fide oculomotor neurons can be generated from stem cells *in vitro*. We also show that these neurons are relatively resilient to ALS-like toxicity. This finding enables modeling of neuronal resistance and susceptibility in ALS *in vitro*, which could further elucidate mechanisms that could be highly advantageous to activate *in vivo* to rescue vulnerable motor neurons from degeneration.

## EXPERIMENTAL PROCEDURES

### Ethics Statement

All work was carried out according to the Code of Ethics of the World Medical Association (Declaration of Helsinki) and with national legislation and institutional guidelines. Animal procedures were approved by the Swedish animal ethics review board (Stockholm Norra Djurförsöksetiska Nämnd). Ethical approval for the use of the human post mortem samples was obtained from the regional ethical review board in Stockholm, Sweden (Regionala Etikprövningsnämnden, Stockholm, EPN). Human CNS samples were obtained from the Netherlands Brain Bank ([www.brainbank.nl](http://www.brainbank.nl)), the National Disease Research Interchange ([www.ndriresource.org](http://www.ndriresource.org)), and the NIH Neurobiobank with the written informed consent from the donors or next of kin.

### Generation of mESC Lines and Specification into Oculomotor and Spinal Motor Neurons

Three different mESC lines were used in this study: E14.1 (ATCC), *Hb9*-GFP (gift from Dr. S. Thams, Karolinska Institutet), and *Islet1*-GFP (gift from Prof. S. Pfaff, UCSD). To increase oculomotor neuron differentiation efficiency, we generated E14.1/*NesEPhox2a* and *Islet1*-GFP/*NesEPhox2a* mESC lines by Lipofectamine (Invitrogen) transfection. *NesEPhox2a* construct was a gift from Prof. J. Ericson

(Karolinska Institutet). As the nestin enhancer was used for overexpression, transgene overexpression is limited to neuronal progenitors. Specification of mESCs into spinal motor neurons was conducted by exposing embryo bodies (EBs) to the smoothened agonist SAG (500 nM, Calbiochem #364590-63-6) and retinoic acid (100 nM, Calbiochem #302-79-4) for 5 days, while oculomotor neurons were patterned by SAG (250 nM) and FGF8 (100 ng/mL, R&D Systems #423-F8) for 5 days. Medium containing morphogens was replaced daily. EB dissociation and motor neuron culture maintenance were carried out as previously described (Wichterle et al., 2002). Oculomotor neurons and spinal motor neurons were kept in Neurobasal medium + Glutamax (Gibco) with a cocktail of trophic factors (5 ng/mL each of glial cell line-derived neurotrophic factor, brain-derived neurotrophic factor, neurotrophin-3, and ciliary neurotrophic factor). All cultures, including survival experiments, were treated with the mitotic inhibitor 5-fluoro-2'-deoxyuridine (final concentration 2  $\mu$ M) to reduce cell proliferation.

### Fluorescent-Activated Cell Sorting and RNA Sequencing of Stem Cell-Derived Neurons

*Isl1*-GFP/*NesEphox2a* and *Hb9*-GFP ESCs were differentiated into oculomotor and spinal motor neurons, respectively. GFP<sup>+</sup> motor neurons were sorted, and positive and negative fractions were collected for mRNA sequencing or plated for subsequent immunocytochemistry analysis. FACS was performed using a 100- $\mu$ m nozzle, a sheath pressure of 15–25 pounds per square inch and an acquisition rate of 1,000–2,000 events per second (Hedlund et al., 2008).  $5 \times 10^3$  cells were collected in 5% Triton X-100 (Sigma-Aldrich) in water and then prepared for RNA-seq as previously described (Nichterwitz et al., 2016). Samples were sequenced on Illumina HiSeq2000 and HiSeq2500 platforms with read lengths of 43 and 51 bp, respectively.

### Laser-Capture Microdissection and RNA Sequencing of Human Motor Neurons

LCM-seq of motor neurons from human postmortem tissues was performed as previously described (Nichterwitz et al., 2016, 2018).

### RNA-Seq Data Processing

Reads from cell-culture samples were mapped to the mouse mm10 reference genome with HISAT2 (Kim et al., 2015) using the publicly available infrastructure (available at [usegalaxy.org](http://usegalaxy.org)) on the main Galaxy server (Afgan et al., 2016). Human LCM samples were mapped to hg38/GRCh38 (Ensembl version V29) using STAR version 2.5.3 (Dobin et al., 2013). Transcript-level counts and RPKM values were obtained using *rpkmforgenes.py* (Ramskold et al., 2009). After mapping, the basic exclusion criteria were <500,000 mapped reads and, for LCM samples, lack of both motor neuron marker transcripts *ISL1* and *ChAT*.

### ALS-like Toxicity and Motor Neuron Survival

Oculomotor and spinal motor neurons were cultured for 5 days and then exposed to kainic acid. Three concentrations of kainic acid were tested: 20, 50, and 100  $\mu$ M. A concentration of 20  $\mu$ M was found sufficient to induce consistent motor neuron death also when motor neurons were cultured on astrocytes. Kainate toxicity was induced

How the deposited data were processed for this re-analysis (not part of the article)

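The re-analysis used the mouse RNA-seq samples of the study: 24 samples in 4 groups of 6, the GFP-positive and GFP-negative fractions of oculomotor and spinal motor neuron cultures, sorted at day 9 after 5 days of patterning. Each sample was labelled with its culture, fraction and replicate number by the authors, and all 24 were used. The human tissue samples, the published microarray data and the imaging and survival measurements were not analysed here.

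The authors mapped the reads to the mouse genome (mm10) with HISAT2 and computed RPKM with rpkmforgenes, and the deposited table holds these RPKM with no read counts. For their own comparisons the authors used DESeq2 for differential expression and PAGODA for gene modules. Both work on counts, so the tests here differ from theirs. A comparison with count-based tests had been set as an alternative in case counts were in the table, and it was not run.

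The table has 22889 entries, of which 37 are at 0 in all samples, 4 share their name with another entry and 25 have names that a spreadsheet had turned into dates. Such entries were fitted and are not named in the text. Positions come from the GENCODE M21 annotation of GRCm38, in which 22149 of the genes had 1 position. GRCm38 is the assembly that mm10 names, and the gene annotation that the authors used was not stated.

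Depth was estimated from the steps of the RPKM values in 5911 genes with a single transcript, since 1 read gives a fixed step for a given length. Of the values under 10 reads, 95.9% to 97.8% per sample lay within 2.0% of a whole number of reads. The estimates ran from 752529 to 7675428 reads. They were 752529 to 4642207 (median 2833426) in the 16 samples of replicates 1 to 4 and 4822576 to 7675428 (median 6979753) in the 8 samples of replicates 5 and 6. Mitochondrial genes held between 3.43% and 22.63% of the summed RPKM, and the 10 highest genes between 10.37% and 76.26%. The highest of these shares was in the spinal GFP-negative sample 2.

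Values were compared as log2(RPKM + 1) in R 4.3.3 with limma 3.58.1 (linear fits with moderated variances that follow the mean level, and Benjamini-Hochberg adjustment), with a threshold of 0.05 on the adjusted p value. Genes above 0 RPKM in at least 2 of the samples fitted were tested. Oculomotor and spinal GFP-positive samples were compared in a fit of those 12 samples. The comparisons that involve GFP-negative samples used a fit of all 24 samples in 4 groups, with the interaction of culture and fraction. The offset of 1 RPKM understates the change of genes near or below that level. Counts of detected genes and means over gene lists were compared with exact permutation tests, in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9. The smallest two-sided p value of these tests is 0.00216 with 6 against 6 samples and 0.0286 with 4 against 4. Whether samples of a group lay closer to each other than to the other group was measured as the mean Euclidean distance between groups minus that within groups, over all splits of the samples.

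The fits were tested on simulated data with the measured means of 21375 genes and their spread within the replicate sets of each group. Of 200 genes with a mean above 1 RPKM given a log2 change of 2, 107 (53.5%) were called, all 107 in the right direction, with a median estimate of 1.94. No unchanged gene was called, and none was called when no gene was changed. The simulation left out the spread between the replicate sets and shuffled each gene on its own. These results may thus be too favorable for the real samples. In 200 simulated comparisons without a difference the permutation test gave a p value under 0.05 in 5.0%, and in 100.0% with a difference of 3 SD.

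GFP-positive and GFP-negative samples of the same culture and number were treated as pairs, because their deviations from the group means went together in 6 of 6 pairs of each culture (correlations over 11952 genes from 0.38 to 0.73 in oculomotor and from 0.42 to 0.66 in spinal cultures). The fits carry no block for the pairs, and a block was an alternative. For Table S1, columns were matched by their values: the oculomotor columns 1 to 6 equal the deposited samples 1 to 6, the spinal columns 1 to 4 equal the deposited spinal samples 4, 1, 2 and 3, and the spinal columns 5 and 6 equal samples 5 and 6. Replicate numbers in the text are those of the deposited samples.

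Single genes are named where the paper names them, or where they were among the 5 with the largest change in each direction whose groups did not overlap and whose adjusted p value passed the threshold. Some such genes, and some short lists, are not reported here. Results for the genes of lists are given as counts and means. Lists were taken from the figures of the paper (motor neuron markers, glutamate receptor subunits, axon guidance and calcium genes, and genes of the cultures and the motor neurons in Figures 1M and 1N) and from general knowledge (39 Hox genes, 4 Y-linked genes, X inactivation, 20 genes of the 2-cell embryo state, 18 germline genes silenced by DNA methylation, 19 pluripotency genes, 20 proliferation genes, 8 retinoic acid-regulated genes and motor neuron genes shared by both cell types). The lists of the 2-cell state and of germline genes were written with the top of Table S1 in view, so their counts are not independent evidence.

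The alternatives, all set before the data were examined, were an offset of 0.1 RPKM, no filter, a mean above 1 RPKM, quantile normalization, median scaling, sample quality weights, no trend of the variance, the replicate number as a block, fits with all 24 or only the 12 samples compared, other thresholds for detection, genes scaled to unit variance, no logarithm, and leaving out each sample in turn. After seeing the data, a term for the replicate sets, fits within each set, and blocks by the numbers of Table S1 or within cultures were added. The closing section gives their effects. The sequencer used for each sample was not stated.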

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

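The tests of the Y-linked genes and those of the lists of the 2-cell state and germline genes against pluripotency and against a difference of the cell lines were chosen in advance. The tests of replicate 4 of the spinal cultures and those of both lists against oculomotor GFP-negative samples were chosen only after the result was seen. Log2 changes of lists are differences of the mean log2(RPKM + 1).

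Single samples lay far from the other 5 of their group in 19 of 214 groups of values examined, where about 1 in 20, or 10.7, is what chance gives. A sample was judged by its gap to the nearest other sample as a share of the range of the group, both on log2(RPKM + 1). It was counted when this share passed the 95% critical value of Dixon for 6 samples. The values of single genes are given in RPKM. Of the 19 cases, 8 fell on replicate 4 of the spinal cultures. In its GFP-positive sample, *Hoxa5* was at 21.8 against 105 to 251 RPKM in the others (share 0.638), *Sema6d* at 0.218 against 1.22 to 2.01 RPKM (0.664) and *Rprl3* at 0.883 RPKM against 0 (1.0). In its GFP-negative sample, *En1* was at 1.79 against at most 0.054 RPKM (0.949) and *Lhx1* at 4.16 against at most 0.471 RPKM (0.765). There the list means were 3.34 against 0.34 to 1.05 for the spinal motor neuron genes of Figure 1N (0.764), 3.28 against 0.82 to 1.63 for germline genes (0.671) and 5.72 against 1.72 to 2.44 for pluripotency genes (0.82).

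The fractions of spinal replicate 4 resembled each other more than those of any other pair, with a Spearman correlation of 0.943 against 0.719 to 0.856 in the other 11 pairs. *Mnx1*, the gene whose promoter drives the reporter, was at 43.1 RPKM in the GFP-positive and 69.4 RPKM in the GFP-negative sample, against at least 55.8 RPKM in the other spinal GFP-positive and at most 4.72 RPKM in the other spinal GFP-negative samples. The mean of the motor neuron genes was 2.85 and 3.03, a difference of -0.17, between the ranges of the other GFP-positive samples (4.13 to 5.93) and the other GFP-negative samples (0.98 to 2.28). Exchanged labels alone would leave the fractions as unlike as those of other pairs. The correlation of 0.943, and *Mnx1* at 43.1 RPKM in the GFP-positive sample, argue against exchanged labels as the whole cause. Whether labels were exchanged in addition to a sort that left motor neurons in both fractions cannot be told from 1 pair. Both fractions also held more pluripotency transcripts (5.51 and 5.72) than the other spinal samples (at most 3.85 and 2.44). A culture that differentiated less is a further explanation, which was not tested. Results without these samples are given with the dependence on the processing.

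The other 11 cases were spread over 9 samples and mostly lay near the floor of the values. In oculomotor GFP-positive samples they were *Hoxb5* in sample 3 (1.54 against at most 0.387 RPKM, share 0.65), *Hoxb8* in sample 4 (0.537 against at most 0.164 RPKM, 0.648), *Hoxd8* in sample 6 (0.211 RPKM against 0, 1.0), *Kdm5d* in sample 4 (0.606 against at most 0.071 RPKM, 0.855), *Lhx1* in sample 1 (0.212 RPKM against 0, 1.0) and *Sp8* in sample 1 (3.75 against at most 0.611 RPKM, 0.694). In spinal GFP-positive samples they were *Fgf10* in sample 6 (0.085 RPKM against 0, 1.0) and *Kdm5d* in sample 3 (0.0762 RPKM against 0, 1.0). In oculomotor GFP-negative samples they were *Hoxa5* in sample 1 (9.73 against at most 0.93 RPKM, 0.749), *Hoxb6* in sample 6 (0.082 RPKM against 0, 1.0) and *Tbx20* in sample 4 (0.803 against at most 0.233 RPKM, 0.684). Their number is close to what chance gives, and no explanation was tested for them.

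Y-linked genes, of which Table S1 lists *Eif2s3y*, *Ddx3y* and *Uty*, were expressed in the oculomotor and not in the spinal cultures. The list was higher in oculomotor samples by 1.69 in the GFP-positive and 1.56 in the GFP-negative fractions (exact permutation tests, p = 0.00216, 6 of 6 samples above all 6 in each fraction). Of the 4 genes, 3 were called over all genes. *Eif2s3y* and *Ddx3y* were at 6.23 and 1.91 RPKM or more in all 12 oculomotor samples, *Uty* was listed at 0 in all 12 spinal samples, and *Kdm5d* was not called (log2 change 0.14, limma adjusted p = 0.684). The highest value of any of the 4 genes in any of the 12 spinal samples was 0.165 RPKM, as a line without an expressed Y chromosome would give. Whether that line has 2 X chromosomes remains open. X-linked relative to autosomal genes were higher by 0.11 in spinal GFP-positive samples (exact permutation test, p = 0.476, 394 and 11284 genes) and by 0.09 in GFP-negative samples (exact permutation test, p = 0.455), within the spread of the samples. *Tsix*, the 1 gene of the X inactivation list in the table, differed by -0.07 (exact permutation test, p = 0.68), and *Xist* was not analysed here. The lines thus may differ in sex chromosomes, which is confounded with every comparison of the cell types.

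Genes of the 2-cell embryo state, among them the Zscan4 family, were higher in spinal GFP-positive samples. All 17 genes tested were higher there, and the list differed by -2.20 (exact permutation test, p = 0.00216, 6 of 6 samples above every oculomotor sample, -2.44 within replicates 1 to 4 and -1.71 within replicates 5 and 6). Over all genes 5 were called, and 10 over the list alone, which is not independent evidence because the list was written with the top of Table S1 in view. In GFP-negative samples the difference was -0.60 (exact permutation test, p = 0.104). The step from GFP-negative to GFP-positive cells was -0.04 in oculomotor and 1.56 in spinal pairs, a difference of -1.59 (exact permutation test, p = 0.0152, adjusted p = 0.0391 over 18 lists), and -1.95 without the spinal pair 4. The signal was higher in the GFP-positive sample in 5 of 6 spinal pairs, which argues against a difference of the cell lines that is equal in both fractions. Spinal GFP-positive samples exceeded oculomotor GFP-negative samples by 2.16 in this list (exact permutation test, p = 0.00216), while the pluripotency list was lower in them by 1.35 (exact permutation test, p = 0.0909), which argues against undifferentiated stem cells that hold the same transcripts in both lines. Undifferentiated stem cells of the spinal line with more of these transcripts than those of the other line remain open, since the list and the pluripotency list correlated over the 6 spinal GFP-positive samples with r = 0.24 (exact permutation test, p = 0.661, rho = 0.52, r = 0.02 without the 2 farthest samples), and 6 samples are too few to exclude a relation. The rise above that of the pluripotency list was 1.24 (sign-flip permutation test, p = 0.0625, 5 of 6 pairs). Reads could have been split between the near-identical Zscan4 genes, so that their number adds little evidence. Retinoic acid, given to the spinal cultures only, is an untested explanation that the design names.

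Germline genes silenced by DNA methylation showed a related signal. All 18 were higher in spinal GFP-positive samples, with a difference of -1.81 (exact permutation test, p = 0.00216, 6 of 6 samples above every oculomotor sample, -1.80 within replicates 1 to 4 and -1.82 within replicates 5 and 6), 2 called over all genes and 12 over the list alone, which is not independent evidence for the reason given for the 2-cell state. In GFP-negative samples the difference was -0.64 (exact permutation test, p = 0.0974). The steps between the fractions were -0.85 in oculomotor and 0.32 in spinal pairs, a difference of -1.17 (exact permutation test, p = 0.00433, adjusted p = 0.0156, -1.23 without the spinal pair 4), which argues against a difference of the lines that is equal in both fractions. Over the 6 spinal GFP-positive samples the list followed the pluripotency list, with r = 0.97 (exact permutation test, p = 0.00556, adjusted p = 0.0111, rho = 0.94, r = 0.93 without the 2 farthest samples), so undifferentiated cells in the spinal fraction may contribute to it. Against oculomotor GFP-negative samples the list was higher in spinal GFP-positive samples by 0.96 (exact permutation test, p = 0.0649), so stem cells that hold the same transcripts in both lines stay open here. The untested effect of retinoic acid stays open for this list too.

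The change from GFP-negative to GFP-positive cells differed between the cultures in further lists. Pluripotency genes fell by 2.95 in oculomotor pairs and rose by 0.31 in spinal pairs, a difference of -3.26 (exact permutation test, p = 0.00216, adjusted p = 0.00972, -3.37 without the spinal pair 4). They were higher in GFP-positive samples in 0 of 6 oculomotor and 4 of 6 spinal pairs. Their means were 1.31 in oculomotor GFP-positive, 2.91 in spinal GFP-positive, 4.26 in oculomotor GFP-negative and 2.60 in spinal GFP-negative samples. Between the GFP-positive groups the list differed by -1.60 (exact permutation test, p = 0.0346), with 16 of 19 genes higher in spinal samples, 0 called over all genes and 6 over the list alone, and between the GFP-negative groups by 1.66 (exact permutation test, p = 0.0498). Proliferation genes fell by 1.80 in oculomotor and by 0.66 in spinal pairs, a difference of -1.14 (exact permutation test, p = 0.0325) that did not pass adjustment over the 18 lists (adjusted p = 0.0731) and was -1.03 without the spinal pair 4 (exact permutation test, p = 0.0606). Over all genes, the interaction was called for 71 genes. The reporters, *Islet1* in one line and *Hb9* in the other, may select cells at different stages. This was not tested, and the reporter is confounded with the culture. On the purity of the sort, the motor neuron genes that both cell types share rose by 3.21 in oculomotor and by 2.65 in spinal pairs, a difference of 0.56 (exact permutation test, p = 0.498), which was 0.0 without the spinal pair 4 (exact permutation test, p = 1.0), where the rise was -0.17. A difference in purity within this spread stays open.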

How the results depend on the processing

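The term for the replicate sets, the fits within replicates 1 to 4 and within replicates 5 and 6, the block by the numbers of Table S1 and the blocks within cultures were chosen after seeing the data. Tests on read counts were not run, because the table holds RPKM only. Where a value changed below, the cause was not tested unless one is given. Fits of fewer samples test with less power by construction.

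Between oculomotor and spinal GFP-positive samples, 116 genes were called (68 higher in oculomotor, 48 higher in spinal motor neurons). The count was 229 (128 of them higher in spinal motor neurons) with an offset of 0.1 RPKM, 193 (102 and 91) with a mean above 1 RPKM, 260 (120 and 140) with sample quality weights and 342 (192 and 150) with all 24 samples in 1 fit. It was 191 (115 and 76) with a term for the replicate sets, 30 (17 and 13) within replicates 1 to 4 and 13 (8 and 5) within replicates 5 and 6. With no filter, quantile normalization, median scaling or no variance trend it stayed between 96 and 165. Of the 116 genes, between 96 and 116 were called again under each of these alternatives with all replicates, and the filter on the mean tested 109 of them. Across the 12 fits that each left out 1 sample, the count ran from 67 (without the oculomotor sample 6) to 181 (without the spinal sample 3), and it was 69 without the oculomotor sample 2. The share higher in spinal motor neurons, 41.4%, was 55.9% with an offset of 0.1 RPKM, 53.8% with sample quality weights, 31.5% with quantile normalization (113 and 52 genes) and 32.7% with the block by the numbers of Table S1. It ran from 32.3% (without the oculomotor sample 4) to 55.2% (without the spinal sample 3). Quantile normalization moved the median log2 change of all genes from -0.042 to -0.004, so no scaling shift of over 0.1 was present. Of 100 drawn splits of the 12 samples, the real one included, 2 gave as many calls. The other split, with 1474 calls, had all 4 samples of replicates 5 and 6 on one side, and the median over the other splits was 0.

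Replicate numbers did not pair the cultures. Samples of the same number in both cultures correlated in their deviations from the group means from -0.17 to 0.71 in GFP-positive samples and from -0.04 to 0.61 in GFP-negative samples, over 0.1 in 4 of 6 pairs each. With the replicate number as a block, 73 genes (45 and 28) were called between the GFP-positive groups, 62 of them among the 116, and 563 (282 and 281) between the GFP-negative groups. In this block fit the axon guidance genes of Figure S2G gave 2 calls of 8. With the block by the numbers of Table S1, the log2 change of *Akt1* was 1.72 with a limma adjusted p = 0.0422 (0.164 to 0.408 over the other alternatives with all samples set earlier). The fractions are paired within a culture, while the block of the replicate number also ties the cultures. With that block 2361 genes differed between the oculomotor fractions (1364 without), 416 between the spinal fractions (272 without) and 133 in the interaction (71 without). Blocks within each culture gave 3644, 649 and 453 genes, and in the interaction 189 were larger in oculomotor and 264 in spinal cultures, against 58 and 13 without the block. Fits of a single culture with its block gave 5035 genes in oculomotor and 0 in spinal cultures, where 2484 had an unadjusted p value under 0.05. In the interactions named in the text, the block of both cultures changed no other call.

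Between the GFP-negative fractions, 213 genes were called (91 and 122), 650 (168 and 482) with sample quality weights, 76 (26 and 50) in a fit of only these 12 samples, 367 (168 and 199) with the term for the replicate sets, 39 (22 and 17) within replicates 1 to 4 and 299 (119 and 180) within replicates 5 and 6. Quantile normalization changed the split to 156 and 97, and median scaling to 144 and 141. The count ran from 115 (without the oculomotor GFP-negative sample 2) to 444 (without the spinal GFP-negative sample 4), with 130, 141 and 128 without the oculomotor GFP-negative samples 4 and 6 and the spinal GFP-negative sample 6. Of 100 splits, 1, the real one, gave as many calls, and the highest of the others gave 6.

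Between the oculomotor fractions, 1364 genes were called (845 and 519), 3795 with sample quality weights (1732 and 2063), 2388 in a fit of these 12 samples, 2116 with the term for the sets, 476 within replicates 1 to 4 and 884 within replicates 5 and 6. The share of genes lower in GFP-positive cells, 38.0%, was 48.0% with median scaling. The count ran from 1017 (without the GFP-positive sample 4) to 1361 (without the GFP-positive sample 1). Of the 32 splits that exchange fractions within pairs, 1, the real one, gave as many calls, and the highest of the others gave 6. Between the spinal fractions, 272 genes were called (88 and 184), 484 with sample quality weights and 441 with the term for the sets. The count was 1 within replicates 1 to 4 and 300 (109 and 191) within replicates 5 and 6. It was 4 in a fit of only the 12 spinal samples, where 1372 had an unadjusted p value under 0.05. With a mean above 1 RPKM the split was 123 and 154. The count ran from 186 (without the GFP-negative sample 1) to 634 (333 and 301, without the GFP-positive sample 4). Of the 32 splits, 2 gave as many calls, and the other exchanged only the fractions of pair 4 (293 calls). In the interaction, 71 genes were called (58 and 13), 240 with sample quality weights (161 and 79), 123 with the term for the sets, 10 within replicates 1 to 4 and 84 within replicates 5 and 6. The count ran from 41 (without the oculomotor GFP-positive sample 2) to 234 (140 and 94, without the spinal GFP-negative sample 4), with 131 and 44 without the spinal GFP-positive samples 3 and 5 and 43 without the spinal GFP-negative sample 1. Of 100 splits, 1 gave as many calls, and the highest of the others gave 1.

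The differences in detected genes kept their direction under every alternative run, above 0.1 RPKM from -986.8 (without the spinal sample 2, exact permutation test, p = 0.0281) to -512.7, and above 1 RPKM from -602.0 to -168.4 across the fits that each left out 1 sample. The component that best separated the cell types held a share of 0.451 with genes scaled to unit variance (exact permutation test over all splits, p = 0.0628) and 0.407 within replicates 1 to 4 (exact permutation test, p = 0.543), against 0.564 with the settings of the text. The gap of the glutamate receptor subunits was reversed within replicates 1 to 4, at -0.035 (permutation p = 0.543), and was 1.461 within replicates 5 and 6, the largest of 3 splits, which are too few to reach the threshold. The mean of the Hox genes kept its direction and its side of the threshold under every alternative run, from -1.479 to -1.268 without single samples, and was -2.38 with an offset of 0.1 RPKM, -2.73 with a mean above 1 RPKM and -1.34 with quantile normalization.

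Of the 8 axon guidance genes, 4 were called, 2 within replicates 1 to 4 and 0 within replicates 5 and 6, with 2 (without the oculomotor sample 2 or the spinal sample 1) to 5 without single samples. None of the 4 calcium genes was called, except *Cald1*, the 1 called with quantile normalization and with all 24 samples in 1 fit, and 0 to 0 were called without single samples. Of the 15 genes of whole cultures, 8 were called between the GFP-negative fractions, 4 within replicates 1 to 4, with 5 (without the oculomotor GFP-negative sample 2 or the spinal GFP-negative sample 1) to 10 without single samples. Of the 9 genes of motor neurons, 6 showed the interaction, and 3 did with an offset of 0.1 RPKM, within replicates 1 to 4 and within replicates 5 and 6, with 5 to 8 without single samples. The pluripotency list, at -1.60 between the GFP-positive groups, was at -1.40 within replicates 1 to 4 (exact permutation test, p = 0.257). Without single samples it ran from -2.04 to -1.08 (without the spinal sample 4), and the p value passed 0.05 without the oculomotor samples 1, 3, 4, 5 or 6 (differences from -1.68 to -1.49) and without the spinal samples 4 or 5 (-1.08 and -1.41). The lists of the 2-cell state (-2.43 to -1.91), germline genes (-2.12 to -1.54), Y-linked genes (1.63 to 1.74) and proliferation (-0.88 to -0.24) kept their side of the threshold without single samples. *Akt1* (1.40 to 2.06) was called in none of these fits.

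Among single genes, the sign changed for *Grik5* within replicates 5 and 6 (0.20) and without the oculomotor samples 1, 5 and 6 (0.10, 0.12 and 0.08) and the spinal samples 1, 2 and 3 (0.04, 0.15 and 0.11), with a range from -0.64 to 0.15 over all 12 such fits, for *Th* within replicates 5 and 6 (0.60), and in the GFP-negative fractions within replicates 5 and 6 for *Fgf10* (-0.26). For *Tbx20* in the GFP-negative fractions, at 0.00, it changed with quantile normalization and median scaling (-0.04 each), sample quality weights (-0.14), within replicates 5 and 6 (-0.45) and without the oculomotor GFP-negative sample 4 (-0.11) or the spinal GFP-negative samples 1, 3 and 4 (-0.00, -0.06 and -0.06). Over 71 results for single genes, the alternatives with all replicates gave 631 values, of which 576 kept their direction and side of the threshold, 13 lost a call, 39 gained one and 3 changed sign. Leaving out 1 sample gave 912 values (836, 56, 10 and 10), and the alternatives chosen after seeing the data gave 266 (203, 47, 12 and 4).

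Fewer genes were called at low levels. Of the genes of Table S1 with a mean of at most 1 RPKM, 7 of 212 (3.3%) were called, against 46 of 555 (8.29%) between 1 and 10 RPKM and 60 of 250 (24%) above 10 RPKM. Depth and the offset of 1 RPKM both act on genes at low levels, and no test separated them.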

Differences from the paper's values

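The paper's 1,017 differentially expressed genes stand against 116 here. None of the alternatives set before the data were examined closed this gap, with counts from 67 to 342, and neither did those chosen after seeing the data, with 13 to 191. The share higher in spinal motor neurons was 63.8% in the paper (Table S1) and 41.4% here. With an offset of 0.1 RPKM (55.9%), a mean above 1 RPKM (47.2%), sample quality weights (53.8%) and all 24 samples in 1 fit (43.9%), the share came within 1.5 times the paper's, as it did without the oculomotor sample 2 (43.5%) or the spinal samples 2, 3, 4, 5 or 6 (48.9%, 55.2%, 47.9%, 48.1% and 47.3%). With no filter, quantile normalization, median scaling, no variance trend, the replicate block and the other 6 samples left out, it did not.

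The adjusted p value of *Akt1* was 0.037 in the paper (Table S1) and 0.307 here with limma. None of the alternatives set before the data were examined closed this gap (0.164 to 0.408, and 0.154 to 0.509 without single samples). The replicate block by the numbers of Table S1, chosen after seeing the values, gave 0.0422. The log2 change of *Akt1* did not differ from the paper's by more than its error.

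Of 45 log2 changes compared with Table S1, after the paper's folds were brought to log2 and to the direction oculomotor minus spinal, 30 differed by more than the SE of the fit, and 28 of these were smaller in size here. For 22 of the 30, of the alternatives with all samples set before the data were examined, only the offset of 0.1 RPKM brought the value within the SE. Each is given with the paper's value, the value here and the value with that offset.

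For genes higher in oculomotor neurons these were *Camk2a* (paper 2.61, here 1.17, with the offset 2.10), *En1* (paper 2.20, here 1.2, offset 2.27), *Eya1* (paper 4.20, here 3.05, offset 4.31), *Fgf10* (paper 4.95, here 1.76, offset 4.05), *Fgf15* (paper 3.69, here 1.82, offset 3.35), *Gm13889* (paper 4.87, here 3.85, offset 5.56), *Sema6d* (paper 3.70, here 3.16, offset 3.96) and *Tbx20* (paper 4.73, here 3.09, offset 4.85). For *En1*, replicates 5 and 6 alone, chosen after seeing the values, gave 2.07.

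For genes higher in spinal motor neurons these were *Epha3* (paper -2.11, here -1.16, with the offset -1.88), *Ephx4* (paper -2.95, here -1.25, offset -2.97), *Hoxb8* (paper -4.62, here -2.36, offset -4.33), *Hoxd8* (paper -4.18, here -1.71, offset -4.12), *Lhx1* (paper -6.43, here -3.12, offset -6.04), *Lhx3* (paper -7.02, here -4.50, offset -7.20), *Olig1* (paper -4.05, here -3.01, offset -4.84), *Prdm8* (paper -4.56, here -3.16, offset -4.70), *Sema4a* (paper -2.55, here -0.72, offset -2) and *Sema5b* (paper -2.17, here -1.24, offset -2.07). *Hoxb6* (paper -7.56, here -4.55, offset -7.77), *Hoxd4* (paper -6.08, here -2.60, offset -5.43), *Zscan4-ps2* (paper -8.52, here -5.49, offset -8.76) and *Zscan4f* (paper -8.54, here -5.67, offset -8.95) were listed at 0 in all oculomotor GFP-positive samples, so that their values depend on the offset. For *Olig1*, the value without the spinal sample 5 (-3.54) was also within the SE, as was that of replicates 1 to 4 alone (-3.62), chosen after seeing the values.

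For *Hoxb5* (paper -6.85, here -6.21), quantile normalization (-6.29) brought the value within the SE, as did leaving out the oculomotor sample 1 (-6.25) or 3 (-6.42) or the spinal sample 4 (-6.64), 5 (-6.36) or 6 (-6.34), and replicates 1 to 4 alone (-6.40), chosen after seeing the values, but no other alternative. For *Rgs4* (paper 4.77, here 5.26), sample quality weights (4.92) did, as did no filter, a mean above 1 RPKM and no variance trend, which left the value at 5.26 with a larger SE. So did leaving out the oculomotor samples 1, 2 or 4 (5.17, 5.13 and 5.20) or the spinal samples 3, 4 or 5 (5.06, 4.99 and 5.11), and, for *Rgs4*, replicates 5 and 6 alone (4.43), chosen after seeing the values. The other alternatives did not.

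For the remaining 6 genes, none of the alternatives with all samples set before the data were examined closed the gap: *Cdh12* (paper 3.11, here 1.92), *Ddx3y* (paper 5.94, here 2.11), *Eif2s3y* (paper 8.00, here 3.72), *Uty* (paper 5.44, here 0.78), *Hoxa5* (paper -3.54, here -4.67) and *Rprl3* (paper 4.78, here 4.06). *Eif2s3y* and *Uty* were listed at 0 in all spinal GFP-positive samples, so that their values depend on the offset (6.93 and 2.96 with an offset of 0.1 RPKM), as that of *Ddx3y*, at most at 0.165 RPKM there, does (4.79). Leaving out 1 sample brought the value within the SE for *Hoxa5* (without the oculomotor samples 3, 5 or 6, at -4.28, -4.39 and -4.32) and *Rprl3* (without the oculomotor sample 6, at 4.36). Replicates 1 to 4 alone, chosen after seeing the values, did so for *Hoxa5* (-3.65) and *Rprl3* (4.60).

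The paper shows the separation of the cell types along the fourth component. Here the second separated them most, with 21.0% of the variance against about 17% in Fig. 1H, read by eye, and the fourth held 9.3% against about 9.4% in Fig. 1H, read by eye. The fourth separated the groups most with genes scaled to unit variance and with all 24 samples. Without the logarithm, component 5 did, with a share of 0.494 of its variance between the groups, which 0.0368 of the splits reached. There the share of the fourth was 0.025. The paper gives *Grik5* as the glutamate receptor subunit with the highest level. Here it was the highest in all 6 oculomotor and in 4 of 6 spinal samples, and *Gria2* was higher in the spinal samples 5 and 6.

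Several genes that the paper calls between oculomotor and spinal motor neurons were not called here. Of these, *Eya2* (limma adjusted p = 0.0571) was called with an offset of 0.1 RPKM (0.0332), a mean above 1 RPKM (0.0199), quantile normalization (0.0317), median scaling (0.0303), sample quality weights (0.0497), all 24 samples (0.00237), without the spinal samples 1 (0.04) or 2 (0.0398), and with the term for the replicate sets (0.0117) and the block by the numbers of Table S1 (0.00485), both chosen after seeing the values. *Olig1* (0.0808) was called with an offset of 0.1 RPKM (0.0314), a mean above 1 RPKM (0.0266), median scaling (0.0488), sample quality weights (0.0379), without the spinal sample 5 (0.0159), and with the term for the sets (0.0203) and the block by the numbers of Table S1 (0.0477), both chosen after seeing the values. *Olig2* (0.24) was called with the term for the sets only (0.0481), chosen after seeing the values. *Fgf10* (0.136) was called with an offset of 0.1 RPKM (0.0469), sample quality weights (0.0479), all 24 samples (0.0137) and without the oculomotor sample 3 (0.0358).

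*Hoxc4* (0.106) was called with an offset of 0.1 RPKM (0.0446), a mean above 1 RPKM (0.0426), sample quality weights (0.028), all 24 samples (0.0135) and the term for the sets (0.0355), chosen after seeing the values. *Hoxd4* (0.14) was called with an offset of 0.1 RPKM (0.00696) and sample quality weights (0.0497), and *Hoxd8* (0.106) with these (0.017 and 0.0167), with all 24 samples (0.0116) and without the spinal sample 4 (0.0273). *Ephx4* (0.152) was called with sample quality weights (0.0298) and without the spinal sample 4 (0.0416), and *Cald1* (0.163) with quantile normalization (0.0379) and all 24 samples (0.0261). *En1* (0.18), *Fgf15* (0.231), *Hoxb8* (0.203), *Epha3* (0.338), *Sema4a* (0.338), *Sema5b* (0.349), *Esyt1* (0.201), *Camk2a* (0.477) and *Hpcal1* (0.176) were called under none of the settings run.

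Of the genes that the paper assigns to a whole culture, some were not called between the GFP-negative fractions. *Phox2a* (limma adjusted p = 0.129) was called there with quantile normalization (0.0344), median scaling (0.0483), the replicate block (0.0373) and only the 12 samples compared (0.0451). *En1* (0.0734) was called with an offset of 0.1 RPKM (0.0209), a mean above 1 RPKM (0.0457), the replicate block (0.038), without the oculomotor GFP-negative sample 1 (0.0176) or the spinal GFP-negative sample 4 (0.035), and with the term for the sets (0.0325) and replicates 5 and 6 alone (0.00437), both chosen after seeing the values. *Sp8* (0.138) was called with the replicate block (0.0444). *Hoxd8* (0.0597) was called with an offset of 0.1 RPKM (0.00395), median scaling, sample quality weights (0.00111), the replicate block (0.0498), only the 12 samples compared (0.0447), without the spinal GFP-negative sample 2 (0.0305), and with the term for the sets (0.0468), chosen after seeing the values. *Epha3* (0.152) was called without the spinal GFP-negative sample 4 (0.0394) and under no other setting run. *Fgf10* (0.718) and *Hoxb8* (0.2) were called under none of the settings run. Of the genes that the paper assigns to motor neurons, *Mnx1* did not show the interaction (0.293) except with sample quality weights (0.00818), without the spinal GFP-negative sample 4 (0.00593) and with replicates 5 and 6 alone (0.0326), chosen after seeing the values. *Eya2* did not show it (0.183) except with the block within each culture (0.0417), chosen after seeing the values. *Rims1* did not show it (0.271) except with sample quality weights (0.0321) and without the spinal GFP-negative sample 4 (0.0031).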

Other observations

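All tests of explanations in this part were chosen only after the result was seen.

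Replicates 5 and 6 differed from replicates 1 to 4 in all 4 groups. The first component of the GFP-positive samples followed these sets, and the set differences of the groups correlated with each other across genes (r from 0.71 to 0.79). Of 615 genes above 100 RPKM, where low depth adds little noise, 182 (29.6%) were shifted by more than 1 on the log2 scale in the same direction in all 4 groups, 126 higher and 56 lower in replicates 5 and 6. Splits within replicates 1 to 4 gave at most 6 such genes in 100 (median 0). Depth alone would not shift abundant genes, so this argues against depth as the whole cause. GC content went with the set difference (Spearman rho = -0.42 across 11697 genes) and transcript length little (rho = -0.06), and together they held 20.7% of its variance. After both were removed, a component still held a share of 0.452 of its variance between the sets (0.798 before), more than all but 9.88e-05 of 50625 relabellings of the samples (median 0.073), which argues against them as the whole cause. In the 16 samples of replicates 1 to 4, depth went with the first component (r = 0.66, permutation test, p = 0.00597, rho = 0.58, r = 0.47 without the 2 farthest samples). The paper does not state which samples were prepared or sequenced together. The sets are balanced over the 4 groups, so they add spread rather than a difference between them. No biological explanation was tested.

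In replicate 2 of the spinal cultures, *Gm10800*, *Gm10801* and *Gm21738* held 68.81% of the summed RPKM of the GFP-negative sample and 17.79% of that of the GFP-positive sample. The mean correlation of the GFP-negative sample with the other 23 samples was 0.721, and 0.729 without these gene models, where the lowest of the others were at 0.713 and 0.724. No explanation was tested for them.

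The fit called fewer genes than Table S1 lists, and 2 explanations were tested. An offset of 1 RPKM shrinks the changes of genes at low levels. Of the Table S1 genes with a mean above 10 RPKM, 24.0% were called. This mean covers both groups, so such a gene can be almost absent from the oculomotor or the spinal samples. The offset then still shrinks its change, as for *Lhx3* (log2 change -4.50, and -7.20 with an offset of 0.1 RPKM). The share of 24.0% thus cannot decide on the offset. An offset of 0.1 RPKM gave 229 genes, so the smaller offset did not close the gap. A term for the replicate sets raised the count to 191, far below the number in Table S1, which argues against the spread between the sets as the whole cause. The test used by the authors, which works on counts, was not run here and stays open. The share of called genes higher in spinal motor neurons was also smaller than in Table S1. The Table S1 genes higher in spinal motor neurons lay at a median of 2.53 RPKM and those higher in oculomotor neurons at 6.37 RPKM. Above 10 RPKM, 42% of the Table S1 genes were higher in spinal motor neurons, against 71.2% up to 1 RPKM and 70.8% between 1 and 10 RPKM. As the fit called fewer genes at low levels, the level may explain part of the drop in the share.

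A different share of dividing cells was tested as an explanation for the differences between the GFP-positive groups. The mean of the proliferation list differed by -0.59 (exact permutation test, p = 0.357) in GFP-positive and 0.55 (p = 0.175) in GFP-negative samples, with 0 of its 20 genes called over all genes or over the list alone. With this mean as a covariate, 104 genes were called, 93 of them among the 116, and all 116 kept their direction, which argues against dividing cells as the cause of most of them.

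Retinoic acid-regulated genes were higher in spinal than in oculomotor samples of both fractions, by -2.76 in GFP-positive (-3.08 within replicates 1 to 4 and -2.14 within replicates 5 and 6) and -2.70 in GFP-negative samples (exact permutation tests over all samples, p = 0.00216, 6 of 6 spinal samples above every oculomotor sample). All 8 genes were higher in spinal samples, 4 called over all genes and 6 over the list alone. The effect of retinoic acid cannot be told apart from that of the cell line, FGF8 or the dose of SAG, since all of them changed together.

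The motor neuron genes that both cell types share differed by -0.58 between the GFP-positive groups (exact permutation test, p = 0.273), with 2 of 9 genes called over all genes and 3 over the list alone. The lists of the axon guidance and calcium genes that the paper gives for oculomotor neurons did not differ in this direction in GFP-negative samples (-0.32, exact permutation test, p = 0.0584, and -0.07, p = 0.745), and the differences of the steps between the fractions were 2.94 and 1.31 (exact permutation tests, p = 0.00216, adjusted p = 0.00972 over 18 lists). Of Figure 1M, the genes of the whole culture differed by 2.06 and 1.85 in the GFP-positive and GFP-negative fractions (exact permutation tests, p = 0.00216), and the genes of oculomotor neurons by 3.86 and 0.24 (p = 0.00216 and p = 0.344), with a difference of the steps of 3.62 (exact permutation test, p = 0.00216). The spinal motor neuron genes of Figure 1N differed by -3.09 and -0.97 (exact permutation tests, p = 0.00216), with a difference of the steps of -2.11 (exact permutation test, p = 0.0152), and -2.64 without the spinal pair 4. The paper chose the axon guidance and calcium genes and those of Figures 1M and 1N on these samples, so these tests are not independent evidence. Figure 1N also holds *Mnx1*, on whose reporter the spinal cells were sorted.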
